# Impact of Aβ40 and Aβ42 Fibrils on the Transcriptome of Primary Astrocytes and Microglia

**DOI:** 10.3390/biomedicines10112982

**Published:** 2022-11-19

**Authors:** Xiaoyue Zhu, Joseph M. Schrader, Brandon A. Irizarry, Steven O. Smith, William E. Van Nostrand

**Keywords:** amyloid β-protein, fibrils, astrocytes, microglia, RNA sequencing

## Abstract

Fibrillar amyloid β-protein (Aβ) deposits in the brain, which are primarily composed of Aβ40 or Aβ42 peptides, are key pathological features of Alzheimer’s disease (AD) and related disorders. Although the underlying mechanisms are still not clear, the Aβ fibrils can trigger a number of cellular responses, including activation of astrocytes and microglia. In addition, fibril structures of the Aβ40 and Aβ42 peptides are known to be polymorphic, which poses a challenge for attributing the contribution of different Aβ sequences and structures to brain pathology. Here, we systematically treated primary astrocytes and microglia with single, well-characterized polymorphs of Aβ40 or Aβ42 fibrils, and performed bulk RNA sequencing to assess cell-specific changes in gene expression. A greater number of genes were up-regulated by Aβ42 fibril-treated glial cells (251 and 2133 genes in astrocyte and microglia, respectively) compared with the Aβ40 fibril-treated glial cells (191 and 251 genes in astrocytes and microglia, respectively). Immunolabeling studies in an AD rat model with parenchymal fibrillar Aβ42 plaques confirmed the expression of *PAI-1*, *MMP9*, *MMP12*, *CCL2*, and *C1r* in plaque-associated microglia, and *iNOS*, *GBP2*, and *C3D* in plaque-associated astrocytes, validating markers from the RNA sequence data. In order to better understand these Aβ fibril-induced gene changes, we analyzed gene expression patterns using the Ingenuity pathway analysis program. These analyses further highlighted that Aβ42 fibril treatment up-regulated cellular activation pathways and immune response pathways in glial cells, including *IL1β* and *TNFα* in astrocytes, and microglial activation and *TGFβ1* in microglia. Further analysis revealed that a number of disease-associated microglial (DAM) genes were surprisingly suppressed in Aβ40 fibril treated microglia. Together, the present findings indicate that Aβ42 fibrils generally show similar, but stronger, stimulating activity of glial cells compared with Aβ40 fibril treatment.

## 1. Introduction

Cerebral aggregation of fibrillar amyloid-β (Aβ) peptides is a hallmark of Alzheimer’s disease and related disorders (ADRD). Proteolytic cleavage within the transmembrane region of the amyloid precursor protein generates Aβ peptides of various lengths, of which ~90% are comprised of Aβ40 (40 amino acid residues in length), and 5-10% of Aβ42 [1]. The characteristic cored senile Aβ plaques in AD are composed primarily of Aβ42, and increases in the Aβ42/40 ratio are associated with early onset AD [1,2,3]. On the other hand, cerebral amyloid angiopathy (CAA) is a cerebral small vessel disease arising from the deposition of Aβ fibrils in the cortical and leptomeningeal blood vessels rather than in parenchymal plaques [4,5,6]. Though it occurs in >80% of AD cases as the most common comorbidity, CAA also exists in the absence of AD, occurring sporadically in >60% of people over the age of 80 years [4,5,7,8,9]. While both Aβ40 and Aβ42 are present in CAA vascular amyloid deposits, CAA is primarily associated with Aβ40, in contrast to senile plaques in AD that are predominantly composed of Aβ42 [4,10,11,12]. Despite the significant clinical burden of both AD and CAA, underlying mechanisms of disease pathogenesis are still poorly understood, and effective therapeutic options are lacking.

In the progressive pathogenesis of AD, extracellular Aβ accumulation increases in the brain, resulting in neuroinflammation indicated by astrogliosis, microglial activation, and dystrophic neurites [13,14]. The innate immune cells involved in these processes are primarily microglia and astrocytes, and neuroinflammation driven by microglia and astrocytes activated by Aβ42 senile plaques is now considered a critical mechanism contributing to AD pathology [15,16,17,18,19]. On the other hand, CAA is marked clinically by intracerebral hemorrhages, white matter hyperintensities, cerebral infarction, and microbleeds, as primarily fibrillar Aβ40 accumulation in the walls of cerebral vessels drives a loss of endothelial/vascular integrity [4,5,8,20,21,22,23]. Additionally, dyshoric fibrillar Aβ projections into the brain parenchyma leads to significant perivascular neuroinflammation [24]. As in AD, CAA-related inflammation is associated with activation of both astrocytes and microglia [25,26,27]. Thus, neuroinflammation mediated by astrocytes and microglia appears to be a critical component of the pathogenesis of ADRDs, and can be driven by both Aβ40 and Aβ42 peptides. 

Astrocytes are involved in regulation of cerebral blood flow, maintenance of synaptic homeostasis, and neurotrophic support for synapses [28,29,30,31,32,33,34,35]. Additionally, astrocytes can form unique perivascular channels in the CNS, which eliminate neurotoxic waste products, including Aβ fibrils and tau species [36,37,38]. On the other hand, microglia survey the CNS microenvironment, sensing damage signals and supporting neuronal network structures [14,39]. Through immune surveillance, microglia recognize and remove pathogens, cell debris, or abnormal proteins (including Aβ peptides) via pinocytosis, phagocytosis, or receptor-mediated endocytosis [40]. Both astrocytes and microglia are recognized to be activated to contribute to neuroinflammatory processes [41,42]. These activated glia cells lose their homeostatic functions, reducing their secretion of neurotrophic factors and producing increased amounts of proinflammatory cytokines and chemokines, which could aid in pathogen or toxin clearance, but also induce neuronal dysfunction and damage [41,42]. 

However, how glial cells are activated by and respond to specific forms of Aβ fibrils remains unclear. While both Aβ40 and Aβ42 peptides are present in both parenchymal plaque and vascular lesions, it is currently unknown whether Aβ40 and Aβ42 fibrils exhibit distinct contributions to pathology in ADRD progression. Aβ40 and Aβ42 fibrils share a characteristic cross-β sheet structure with other amyloid fibrils [43,44], and multiple studies have reported that, structurally, Aβ fibrils are highly polymorphic [45,46,47,48,49]. They have been described as protofilaments intertwined in a helical geometry, with varying width and helical pitch, different cross-section profiles, and different interactions between the protofilaments. The arrangement of Aβ peptides within the fibril can vary drastically between different polymorphs, with potential implications for biological activity. Thus, elucidating the structural details of specific Aβ fibrils is an important first step toward understanding their pathological activity, which can further guide the design of therapeutic strategies to diagnose, treat, or even prevent ADRD. 

Previous investigations of Aβ treatment impacts on gene expression in glial cells have largely focused on a single cell type, a single Aβ fibril species, or a mixture of Aβ fibrils of varying lengths [18,19,36,37,40,50,51,52]. In contrast with these previous studies, herein, we conducted the first comparative study of the biological responses of astrocytes and microglia to homogeneous preparations of Aβ40 and Aβ2 fibrils, the predominant fibrillar species in the brains of patients with ADRD. Templated-growth was used to isolate homogenous populations of Aβ40 and Aβ42 fibrils, eliminating non-fibrillar Aβ, and a combination of biophysical techniques was used to characterize their structures. Primary cultures of rat astrocytes and rat microglia were exposed to each type of Aβ fibril, and the resulting transcriptomic changes and gene expression profiles were characterized using RNA sequencing. Subsequent pathway analysis of transcriptomic results was performed with the Ingenuity pathway analysis (IPA) software program (Version: 81348237, Qiagen Inc., Redwood City, CA, USA) to provide mechanistic context. While Aβ42 produced stronger responses in general in each cell type, both Aβ fibrils produced common and distinctive changes impacting the activation states and functional responses in the treated astrocytes and microglia. Thus, we report new information on the specific activation of astrocytes and microglia by defined populations of Aβ40 and Aβ42 fibrils, harboring important insight into the contributions of these fibrillar species to neuroinflammation in ADRD. 

## 2. Materials and Methods

### 2.1. Fibril Preparation

Unlabeled and ^13^C-labeled Aβ40 and Aβ42 were synthesized using solid-phase chemistry (ERI-Amyloid; Waterbury, CT, USA) and purified by high-pressure liquid chromatography. Matrix-assisted laser desorption or electrospray ionization mass spectrometry were used to determine the peptide molecular weights, which were found to be consistent with the calculated mass for each peptide. Analytical reverse phase high-pressure liquid chromatography and mass spectrometry indicated that the purity of the peptides was 95–99%.

The initial fibrils were prepared by dissolving 0.5 mg of Aβ40 or Aβ42 in 50 µL of 50 mM NaOH for 1 h at room temperature. The samples were resuspended in 1 mL of 10 mM sodium phosphate buffer for a final concentration of 100 µM Aβ at 4 °C, and then filtered with 0.2 µm filters to yield monomeric Aβ. For the purpose of generating the initial Aβ40 fibril seeds, the Aβ monomers were sonicated using a 5/64″ diameter probe tip (Model Q125A, Qsonica, Newtown, CT, USA) at 4 °C 3× at 10% power for 30 s, with 1 m intervals. Following sonication, the sample was warmed to room temperature for 4 h, and then sonicated again 3× at 30% power for 30 s in 1 m intervals. Following sonication, the samples were incubated overnight under quiescent conditions. These fibrils were designated as generation 1. Subsequent generations were prepared by sonicating the parental fibrils, then introducing freshly prepared Aβ40 monomer at 15% (*w*/*w*) fibril seeds to monomer, and allowing them to incubate at room temperature under quiescent conditions. For both Aβ40 and Aβ42, the relatively gentle conditions for generating fibril seeds were selected in order to produce isolated fibrils with a twisted ribbon morphology, rather than the striated ribbons, composed of laterally associated fibrils, that are typically associated with stronger sonication or shaking conditions [53], and which we find to be more heterogenous. The quiescent templated-growth conditions used for propagating the fibrils retain the twisted ribbon fibril morphology. The sonication procedure fragments the fibrils, producing fibril seeds that rapidly deplete monomeric and oligomeric Aβ species. In addition, the fibrils were pelleted prior to structural measurements in order to remove soluble Aβ oligomers.

### 2.2. Transmission Electron Microscopy 

The morphology of Aβ40 and Aβ42 fibrils was assessed with negative stain transmission electron microscopy. Solutions of the fibrils were diluted and deposited onto carbon-coated copper mesh grids, then negatively stained with 2% (*w*/*v*) uranyl formate. After removing excess stain, the sample grids were allowed to air dry. The TEM micrographs were obtained with a FEI Tecnai 12 BioTwin 80 kV transmission electron microscope and an Advanced Microscopy Techniques camera (Hillsboro, OR, USA).

### 2.3. FTIR Spectroscopy

Templated growth of the Aβ40 and Aβ42 fibrils used in these studies was monitored by Fourier transform infrared spectroscopy (FTIR), using a Bruker Vertex 70v spectrometer with an attenuated total reflectance (ATR) accessory. Solutions of Aβ monomers with and without fibrils seeds were layered on a 4 mm germanium ATR plate (Pike Technologies, Fitchburg, WI, USA) using 50 µL of the peptide solution (~25 µg), and then dried with a stream of compressed air. The spectral resolution was 4 cm^−1^, and 500 scans were averaged per spectrum. The spectra were normalized to the intensity of the amide II absorbance band (~1530–1550 cm^−1^).

### 2.4. NMR Spectroscopy

Room temperature solid-state MAS NMR experiments were performed at a ^13^C frequency of 125 MHz on a Bruker AVANCE spectrometer, using 4 mm MAS probes. The MAS spinning rate was set to 10 KHz (±5 Hz). Ramped amplitude cross polarization was used with a contact time of 2 ms. The ^13^C field strength was 54.4 kHz, and the ramped ^1^H field was centered at approximately 50 kHz. Two-pulse phase-modulated decoupling was used during the evolution and acquisition periods, with a radiofrequency field strength of 82.7 kHz. Internuclear ^13^C–^13^C distance constraints were obtained from 2D dipolar assisted rotational resonance (DARR) NMR experiments [54], with a mixing time of 600 ms. Each data set contained 64 t_1_ increments and 1024 complex t_2_ points with spectral widths of 27.7 kHz in both dimensions. A total of 512 scans were averaged per t_1_ increment.

All ^13^C solid-state MAS NMR spectra were externally referenced to the ^13^C resonance of neat TMS at 0 ppm at room temperature. Using TMS as the external reference, we calibrated the carbonyl resonance of solid glycine at 176.46 ppm. The chemical shift difference between ^13^C of DSS in D_2_O relative to neat TMS is 2.01 ppm.

### 2.5. Animals

All work with animals was approved by the University of Rhode Island Institutional Animal Care and Use Committee, and in accordance with the United States Public Health Service’s Policy on Humane Care and Use of Laboratory Animals. The study was also in compliance with the ARRIVE guidelines. Timed pregnant Sprague–Dawley (SD) rats were obtained from Taconic Laboratories for glial cell culture preparations. TgF344-AD rats express mutant human amyloid precursor protein (APP_sw_) and presenilin 1 (PS1ΔE9) genes, and develop age-dependent parenchymal amyloid plaques in the cortex and hippocampus [55]. All rats were housed in a controlled room (22 ± 2 °C and 40–60% humidity) on a standard 12 h light cycle. Rat chow and water were available ad libitum.

### 2.6. Primary Rat Microglia and Astrocyte Isolation and Culture

P2 neonatal SD rat pups were used for glial cells isolation according to published protocols [56], with minor modifications. Briefly, P2 rat pups were first rinsed with 70% ethanol, then quickly decapitated with sterile sharp scissors. The heads were immediately placed into 70% ethanol. The entire brain was removed from the head and placed into a sterile dish with L15 solution (Leibowitz L15 + 0.1% BSA + 1% Pen/Strep) on ice. The cortical tissues were dissected under a stereomicroscope, and meninges were peeled off gently. Isolated cortical hemispheres were cut into small pieces and transferred to Hank’s Balanced Salt Solution (HBSS) with 1% trypsin. The tissues solution was incubated at 37 °C for 30 min, followed by the centrifugation at 50 rcf for 5 min to pellet cortical tissues. The supernatant was removed by aspiration, and the cell pellet was pipetted up and down 10× with glia cell culturing medium (Dulbecco’s Modified Eagle Medium (DMEM) + 10% fetal bovine serum (FBS) + 1% Pen/Strep). Cell suspensions were then flushed through a cell strainer (100 µm pores) and centrifuged at 1600 rcf for 5 min to collect the cell pellet. The final cell pellet contained mixed glial cells. Cells were seeded at a density of 10^7^ cells per T75 flask and incubated in a 5% CO_2_ incubator at 37 °C, with medium changed every three days. After the glial cultures were completely confluent, the flasks were placed on a shaker (Excella E24 Incubator Shaker Series) at 100 rpm at 37 °C for 1 h. The medium was carefully collected without disturbing the astrocyte layer on the flask surface, and then centrifuged at 200 rcf for 10 min. The resulting cell pellet, containing high purity microglia, was resuspended in microglia plating media (DMEM + 10% FBS + 1% Pen/Strep) and seeded in 12-well plates (#354470; Corning, Glendale, AZ, USA) at a density of 0.5 × 10^6^ cells per well. The T75 flasks continued to be shaken at 240 rpm for 6 h to remove any oligodendrocyte precursor cells. The supernatant was discarded, and the astrocyte layer was rinsed twice with PBS and incubated with trypsin-EDTA buffer. The detached astrocytes were centrifuged and re-suspended in culture medium, then seeded in 12-well plates at the density of 0.4 × 10^6^ cells per well. Isolated primary microglia and astrocytes were cultured to attach overnight. The culture media were replaced with serum-free medium (DMEM + 0.1% BSA + 1% Pen/Strep) for 3 h, then treated with or without 25 µM A 40 or Aβ42 fibrils at 37 °C for 24 h.

### 2.7. RNA Library Preparation and Sequencing 

RNA isolation, preparation, and sequencing were carried out by Omega Bioservice Company (Norcross, GA, USA) according to the TruSeq Stranded mRNA Library Prep Kit (Illumina, Inc., San Diego, CA, USA) protocol (TruSeq Stranded mRNA. Available online: https://support.illumina.com/downloads/truseq-stranded-mrna-reference-guide-1000000040498.html) (accessed on 16 November 2022). High quality poly mRNA (RINe > 8) was used for the subsequent sequencing analysis. The libraries were quantified, normalized, pooled, and subjected to cluster, and pair read sequencing was performed for 150 read cycles on a HiSeqX10 instrument (Illumina, Inc. San Diego, CA, USA), according to the manufacturer’s instructions. 

### 2.8. RNA Sequence Analysis

Data were analyzed with Illumina Basespace app suite (Available online: https://www.illumina.com/products/by-type/informatics-products/basespace-sequence-hub/apps/rna-seq-alignment.html) (accessed on 16 November 2022). The sequencing reads were aligned to the Rattus norvegicus UCSC rn5 using the STAR aligner. Salmon was used for quantification of reference genes and transcripts. The Strelka Variant caller identifies single nucleotide variants (SNVs) and small indels, and generates output in a VCF file. Manta was used to detect gene fusions. GC and mean coverage information for every target was computed using Picard. The gene counts and differential expression results were produced by DESeq2. 

### 2.9. Immunolabeling of Rat Brain Tissues

Fifteen-month-old rTgF344-AD rats were perfused with PBS, followed by 4% paraformaldehyde (PFA). Dissected brains were fixed with 4% PFA overnight, then transferred to 30% sucrose at 4 °C for three days. Tissues were embedded at the optimal cutting temperature (OCT 4585; Fisher Healthcare, Houston, TX, USA), and horizontally sectioned at 15 µm. The rat brain sections were blocked in Superblock blocking buffer (#37518; Thermo Fisher. Rockford, IL, USA) containing 0.3% Triton X-100 at room temperature for 30 min. Primary antibodies were applied overnight in a humid chamber at room temperature. Alexa Fluorescent 594-, 488- or 350-conjugated secondary antibodies were applied for 2 h at room temperature, 1:1000. 

In order to detect astrocyte markers, transgenic AD rat brain sections were incubated with rabbit antibody to C3 (1:200, AF2655, Novus, Centennial, CO, USA), and rabbit antibody to GBP2 (1:200, ab203238, Abcam, Boston, MA, USA). In order to detect microglia markers, sections were incubated with rabbit antibody to MMP9 (1:200, A0289, Abclonal, Woburn, MA, USA), rabbit antibody to MMP12 (1:100, NBP2-67344, Novus, Centennial, CO, USA), rabbit antibody to C1R (1:100, A6360, Abclonal, Woburn, MA, USA), rabbit antibody to PAI-1(1:100, NBP1-19773, Novus, Centennial, CO, USA), or rabbit antibody to CCL2 (1:200, NBP1-07035, Novus, Centennial, CO, USA). Other antibodies included mouse monoclonal antibody to human Aβ 66.1, goat polyclonal antibody to astrocyte cell marker GFAP (1:200, NB100-53809, Novus, Centennial, CO, USA), and goat polyclonal antibody to microglia cell marker Iba1 (1:200, NBP1-06014, Novus, Centennial, CO, USA). 

## 3. Results

### 3.1. Preparation and Characterization of Aβ40 and Aβ42 Fibrils

Templated growth of Aβ fibrils from peptide monomers has the advantage of generating homogeneous fibrils and eliminating non-fibrillar Aβ species [53,57]. The Aβ40 or Aβ42 fibrils used for our studies were prepared by forming fibril seeds and then using these seeds to propagate homogeneous fibril populations via several rounds of templated growth with the addition of monomeric Aβ40 or Aβ42 peptides. The seeding process was monitored by FTIR spectroscopy and negative stain TEM. The amide I and amide II vibrations in FTIR spectra serve as markers for the transition to mature fibrils (Figure 1A,B). The appearance of a sharp amide I vibration at ~1627 cm^−1^ and a shift of the amide II vibration to ~1545–1550 cm^−1^ are diagnostic of the conversion of non-fibrillar Aβ to fibrils. The lack of these features in monomeric Aβ samples incubated in the absence of seeds indicates that the Aβ monomer did not form fibrils via self-nucleation. Negative stain TEM micrographs reveal homogeneous populations of Aβ40 and Aβ42 fibrils generated by templated growth (Figure 1C,D). In both cases, the quiescent templated-growth conditions generate fibrils comprised of twisted ribbons with uniform widths of ~10 nm and cross-over distances of ~120–150 nm.

Selective ^13^C solid-state NMR measurements were conducted on the mature Aβ40 and Aβ42 fibrils in order to assess their global fold (Figure S1). NMR structural studies on mature Aβ40 fibrils formed in solution often revealed a two-stranded structure, in which Phe19 on the first strand packs against Leu34 on the second strand [55]. Solid-state NMR measurements of Aβ40 containing ring^13^CPhe19 and U-^13^C-Leu34 exhibited cross peaks between the terminal leucine methyl group and aromatic phenylalanine ring carbons, consistent with the two-stranded structure (Figure S1A,B). In contrast, NMR [58,59] and cryo-EM [43] structural studies on Aβ42 fibrils typically showed a three-stranded structure. In order to probe for this structure, ring-^13^C-Phe20 and 3-^13^C-Ala30, as well as 2-^13^C-Gly29 and U-^13^C-Ile41, were incorporated in the Aβ42 sequence. These pairs of residues form points of contact between the first and second β-strands, as well as the second and third β-strands, respectively. The strong cross peaks between these ^13^C labels in the 2D NMR spectrum of Aβ42 are diagnostic of the three-stranded structure, which is observed in both solution [58,60] and brain-derived fibrils [61] (Figure S1C,D). 

### 3.2. Glia Cell Purification and RNA Sequencing Transcriptional Profiling

In order to investigate how these well-characterized Aβ fibrils stimulate glial cells, we performed RNA sequencing on primary astrocytes and microglia treated with Aβ40 and Aβ42 fibrils. 

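RNA from primary rat astrocytes that were left untreated, or were treated for 24 h with Aβ42 or Aβ40 fibrils at 25 µM, was sequenced with 3 replicates in each of the 3 groups. For each library, the authors deposited the number of reads counted on each of 17307 genes, named by symbol and not normalized, with the reads that fell on no gene or could not be assigned to a single gene listed separately. The counts on genes were 3674043, 3949126 and 13768995 in control replicates 1, 2 and 3. They were 14839572, 10120352 and 8333014 in the Aβ42 fibril-treated replicates, and 9574779, 19013919 and 15302150 in the Aβ40 fibril-treated replicates. The group medians were therefore 3949126, 10120352 and 15302150 counts, and the mean total was 1.56 times that of the control group with Aβ42 fibrils and 2.05 times with Aβ40 fibrils. Between 26.0% and 34.2% of the counted reads of a library did not fall on a gene, and these were left out. The counts were scaled for library size and composition by the TMM method of edgeR, and the 11690 genes that passed its filter on low counts were fitted together for the 3 groups. Each fibril treatment was compared with the control group, and the fibril treatments with each other, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called up-regulated or down-regulated at an adjusted p-value under 0.05 and a fold change of 5 or more. A count of 3, taken as the detection limit, corresponds to between 0.158 and 0.817 CPM (counts scaled to a common library total) across the 9 astrocyte libraries, and such limits cover counting error only. In counts simulated from the astrocyte libraries with 200 genes changed by 8-fold, 99.5% of the changed genes and 0 of the unchanged genes were called.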

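Primary rat microglia received the same treatments in 3 replicates per group, and the authors deposited counts on 17327 genes in the same form. The control replicates 1, 2 and 3 held 8249339, 5098145 and 6648595 counts on genes, with a median of 6648595. The Aβ42 fibril-treated replicates held 2613723, 22274367 and 17687416 counts, with a median of 17687416. The Aβ40 fibril-treated replicates held 4104702, 4425805 and 2271834 counts, with a median of 4104702. The largest microglia library was 9.80 times the smallest, and the mean total was 2.13 times that of the control group with Aβ42 fibrils and 0.54 times with Aβ40 fibrils, so that comparisons of counts without scaling carry these ratios. Reads off genes made up 21.7% to 24.5% of a library. The counts were processed as for the astrocytes, and 10837 genes were tested. The detection limit of 3 counts corresponds to between 0.135 and 1.32 CPM in these 9 libraries. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot go below p = 0.1, so the adjusted p-values rest on the variance that edgeR shares across genes. The common dispersion was 0.0281 in astrocytes and 0.0163 in microglia.

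**Figure D1:**
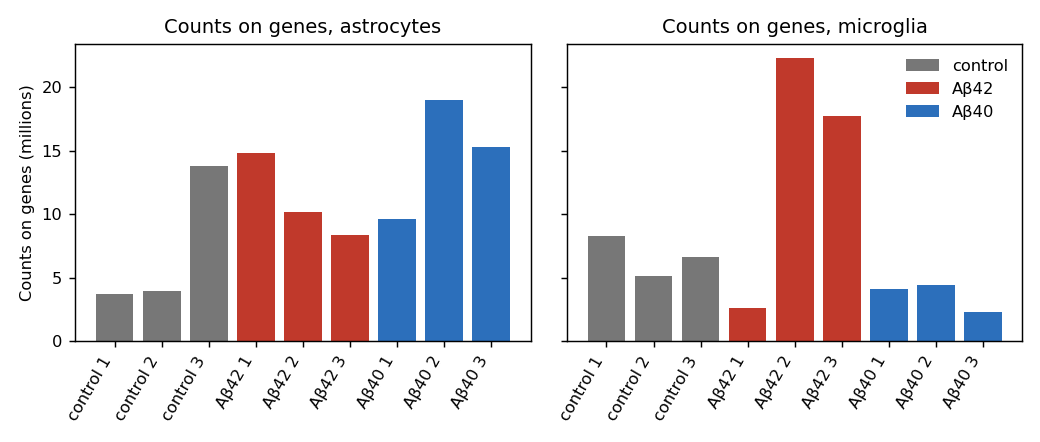
Counts on genes (vertical axis) for each of the 9 astrocyte and 9 microglia libraries (horizontal axis), coloured by treatment. In microglia the Aβ42 fibril-treated replicates 2 and 3 hold 22274367 and 17687416 counts, and each of the other 7 libraries holds 8249339 or fewer.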

Primary cultured astrocytes and microglia from postnatal day 2 (P2) rat brains were immunolabeled with the astrocyte marker GFAP or microglial marker Iba-1, respectively, to demonstrate the high purity of each cell type (Figure S2). Primary glial cells were then treated with the homogeneous Aβ40 or Aβ42 fibrils at a concentration of 25 µM for 24 h, and the glial cells were then collected and processed for RNA sequencing. 

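The counts of the control libraries were summed over the 15 marker genes of Figure 2, which are markers of astrocytes, microglia, endothelial cells and neurons. In control astrocytes, 98.2% ± 0.25 (SD, n = 3) of these counts fell on the astrocyte markers. The microglial markers took 1.59% ± 0.18 (SD, n = 3), and the neuronal and endothelial markers averaged 0.16% and 0.017%. In control microglia, 95.6% ± 0.47 (SD, n = 3) fell on the microglial markers. The astrocyte markers took 3.69% ± 0.41 (SD, n = 3), the neuronal markers 0.57% and the endothelial markers 0.11%. Leaving out 1 control library at a time kept the own-type share between 98.2% and 98.4% in astrocytes and between 95.4% and 95.9% in microglia. These shares count marker reads and are not shares of cells, because the markers differ in abundance.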

By examining the expression of well-described markers of major CNS cell types, astrocytes, microglia, endothelial cells, neurons, and RNA sequencing profiles showed high enrichment in astrocyte and microglial-specific genes, as well as an absence of other cell-type-specific genes (Figure 2).

### 3.3. Comparison of Glial Cell Transcripts with Aβ Fibril Treatments 

The influence of Aβ42 and Aβ40 fibrils on expression profiles in glial cells was compared to the expression profiles in the control group. 

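Across the 11690 genes tested in astrocytes, the log2 fold changes against control with Aβ42 and with Aβ40 fibrils had a Pearson r of 0.98, and 91.6% of genes moved in the same direction. Both comparisons share the control libraries, and simulated data with no treatment effect gave an r of 0.57 and 68.2% of genes in the same direction. In microglia the r across 10837 genes was 0.93, against 0.46 in such simulations, and 75.1% of genes moved in the same direction, against 65.8%. Genes are not independent replicates, so no p-value is attached to these correlations. At an adjusted p-value under 0.05, astrocytes had 4321 changed genes with Aβ42 and 3888 with Aβ40 fibrils, and microglia had 5820 and 4445. The libraries of the 2 groups did not overlap for 45.7% and 43.2% of genes in astrocytes and for 54.0% and 59.5% in microglia, where chance gives 10%.

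**Figure D2:**
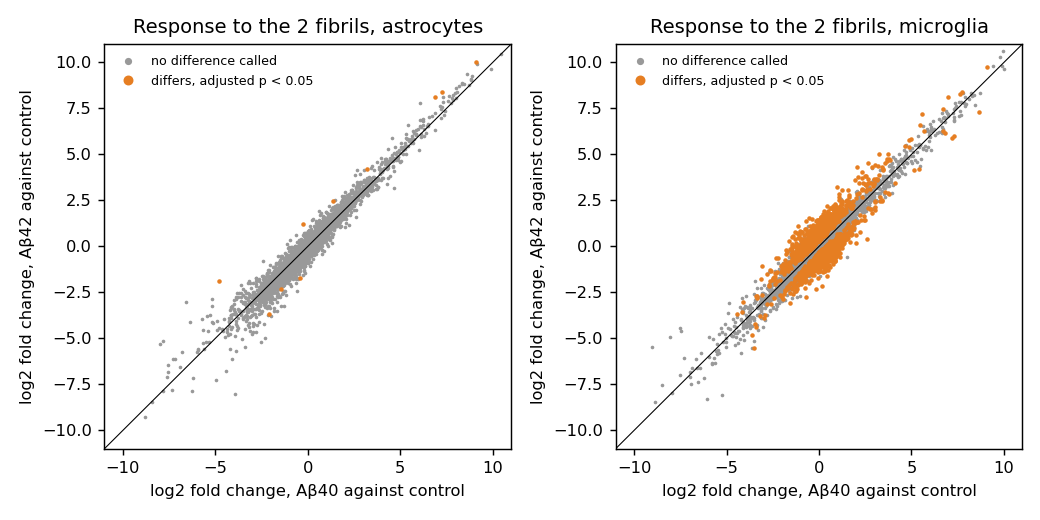
Log2 fold change against control with Aβ42 fibrils (vertical axis) and with Aβ40 fibrils (horizontal axis) for each tested gene in astrocytes and microglia, with equal change on the black line. Orange points are the genes that differ between the fibrils at an adjusted p-value under 0.05, which number 10 in astrocytes and 2198 in microglia, and the points spread along the line with an r of 0.98 and 0.93.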

The results showed that Aβ42 and Aβ40 fibrils promoted similar effects on astrocytes and microglia compared with the untreated control cultures. 

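Pearson's r was computed across genes between each pair of libraries of a cell type on the counts, a measure that the scaling of a library does not alter. Between the Aβ42 and Aβ40 fibril-treated libraries it averaged 0.99 (range 0.98 to 0.99 over 9 pairs) in astrocytes and 0.96 (range 0.94 to 0.99 over 9 pairs) in microglia. Control libraries of astrocytes had an average r of 0.76 with the Aβ42 libraries and 0.78 with the Aβ40 libraries, against 0.95 among themselves. The corresponding averages in microglia were 0.70, 0.68 and 0.99. The choice of scale moved the fibril-to-control values most, since on log2 CPM they averaged 0.94 in both cell types. These values are across genes within libraries, and genes are not independent replicates.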

As shown in a Pearson correlation analysis (Figure 3, Table S1), the r values between Aβ42 and Aβ40 fibril treatments were all above 0.9 in both astrocytes and microglia, while the r values between Aβ fibrils and control cultures in both glial cell types were around 0.6, suggesting that astrocytes and microglia undergo a great number of Aβ fibril-induced changes in gene expression.

In order to elucidate gene changes induced by specific Aβ fibril treatments, we conducted comparative differential gene expression analysis of Aβ42 and Aβ40 fibril-treated glial cells. Significantly up-regulated genes were defined as those with ≥5-fold expression compared to untreated control cell expression, with a statistical significance cutoff set at *p* < 0.05, calculated by a Student’s *t*-test. 

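At 5-fold or more, 354 genes were up-regulated in astrocytes with Aβ42 fibrils and 330 with Aβ40 fibrils. Every library of the treated group exceeded every control library for each of these genes. Of the up-regulated genes, 69 and 68 had all control libraries at or under 3 counts, and 40 and 35 of these still exceeded 5-fold against that limit. The filter on low counts moved the numbers most among the choices that kept the counts scaled and the threshold at 5-fold, to 151 and 135 genes when 10 counts were required in every library. Without any scaling for library size the order changed, with 493 genes for Aβ42 and 628 for Aβ40 fibrils. When the fibril treatments were compared with each other directly, 10 genes differed at an adjusted p-value under 0.05, 7 higher with Aβ42 and 3 lower, and 737 differed at an unadjusted p-value under 0.05, where 584.5 are expected with no difference. That number fell to between 0 and 4 in the fits that each left out 1 treated replicate, with 4 genes without Aβ42 replicate 1, 1 without Aβ40 replicate 1 and 0 without any of the others. It rose to 141 genes with DESeq2's Wald test and to 265 in a fit of the fibril-treated groups alone.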

Aβ42 fibril treatment of astrocytes resulted in a greater number of up-regulated genes than Aβ40, with 251 and 191 up-regulated genes induced by Aβ42 and Aβ40 fibril treatments, respectively (Figure 4A). Among the up-regulated genes in the astrocytes, 79 were common to both Aβ40 and Aβ42 fibril treatments (Figure 4A). 

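The genes up-regulated by both fibrils in astrocytes numbered 315, which is 95.5% of the genes up-regulated by Aβ40 fibrils and 89.0% of those up-regulated by Aβ42 fibrils. In the simulations with no treatment effect, 0 genes were called with both fibrils, and on average 139 had an unadjusted p-value under 0.05 with both. The 39 genes that reached 5-fold only with Aβ42 fibrils had a median log2 fold change of 2.13 with Aβ40 fibrils, and all 39 were at least 2-fold higher there at an adjusted p-value under 0.05. In the direct comparison by the edgeR fit of all 9 libraries, 1 of them differed between the fibrils. The 15 genes that reached 5-fold only with Aβ40 fibrils had a median of 2.20 with Aβ42 fibrils. Of these, 14 were at least 2-fold higher there and 0 differed directly in the same fit.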

In order to highlight some of the important specific and common expression changes induced by the fibril treatments, we ranked the altered genes according to average abundance among all treatment groups. We also compared the relative expression of the 20 most abundant genes specifically elevated (≥5-fold control expression) in each Aβ fibril treatment, as well as those common to both. These are depicted in the heat maps in Figure 4B, along with the corresponding expression in the other treatment group. 

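The 20 genes shown as Aβ42-specific had a median log2 fold change of 1.96 with Aβ42 and 1.91 with Aβ40 fibrils, and the same number of them, 8, reached 5-fold up-regulation with each fibril. Their members ranged from Vcam1, at 4.88 with Aβ42 and 4.89 with Aβ40 fibrils, to Igbp1, at -0.55 and -0.57. Of the genes shown as common, 18 were tested, with medians of 1.69 and 1.67, and 8 reached 5-fold with each fibril. Hjurp went the other way, at -2.40 and -1.82. Of the genes shown as Aβ40-specific, 19 were tested, with medians of 0.21 with Aβ42 and 0.09 with Aβ40 fibrils, and 0 reached 5-fold with either. Sh3d21 was the highest of these, at 1.43 and 1.60, and Asic4 the lowest, at -1.06 and -1.07. At an adjusted p-value under 0.05, 4 of the 19 were higher and 1 was lower with Aβ40 fibrils, and 3 and 1 when adjusted over the list alone. In the edgeR fit of all 9 libraries, the direct difference between the fibrils reached an adjusted p-value under 0.05 for 0 genes of any of the 3 lists. Adjusted over the list alone it did so for 1 Aβ42-specific, 0 common and 1 Aβ40-specific gene. Since the study chose these lists on these libraries, the counts adjusted over a list alone are not independent evidence.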

Notable Aβ42 specific up-regulated genes include *Cxcl2* and *Gbp2*. 

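Cxcl2 had 0.17 ± 0.15 scaled CPM (SD, n = 3) in control astrocytes, 92.1 ± 5.18 (SD, n = 3) with Aβ42 fibrils and 60.6 ± 6.17 (SD, n = 3) with Aβ40 fibrils. Its log2 fold change was 8.61 with Aβ42 fibrils (standard error 0.28, adjusted p = 5.47e-09 from edgeR's quasi-likelihood test) and 8.00 with Aβ40 fibrils (standard error 0.29, adjusted p = 1.09e-08 from the same test). The control counts of 0, 1 and 4 in the 3 libraries are near the detection limit, so the size of the fold is poorly fixed. Between the fibrils the difference was 0.61 (standard error 0.15, adjusted p = 0.212), and it passed the threshold in DESeq2's Wald test (adjusted p = 0.00785) and in an edgeR fit of these groups alone (adjusted p = 0.0226). Gbp2, whose reads the counting could have shared with similar genes of its family, had 431 ± 124 scaled CPM (SD, n = 3) in control astrocytes, 4042 ± 152 (SD, n = 3) with Aβ42 fibrils and 3694 ± 80.4 (SD, n = 3) with Aβ40 fibrils. Its log2 fold changes were 3.23 (adjusted p = 2.56e-07) and 3.10 (adjusted p = 3.76e-07), with a standard error of 0.19 and 0.18. Their difference of 0.13 (standard error 0.17, adjusted p = 1) was not past the threshold, and it changed sign, to -0.28, when counts were not scaled. Cxcl12, the CXC chemokine in Figure 4B, had log2 fold changes of 2.18 and 2.11 and a difference of 0.06, which also changed sign without scaling, to -0.34. Without scaling the median of all genes between the fibrils was -0.40, so these changes of sign do not set Gbp2 or Cxcl12 apart.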

The *Cxcl2* gene codes for chemokine (C-X-C motif) ligand 2, also known as macrophage inflammatory protein two, a proinflammatory chemokine produced and released by astrocytes mediating neuroinflammatory responses [62,63]. Gbp2 is a known marker for A1 neuroinflammatory/neurotoxic astrocytes [64,65]. Meanwhile, *C3*, *Cfb*, and *Serping1*, all markers of A1 reactive astrocytes [66,67], were all commonly up-regulated in both Aβ42 and Aβ40 fibril-treated astrocytes. Additionally, the inducible neurotoxic factor *Lcn2*, which is produced and secreted in reactive astrocytes [68], was commonly up-regulated in both fibril treatment groups. 

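C3 rose from 41.1 ± 6.86 scaled CPM (SD, n = 3) in control astrocytes to 2993 ± 9.47 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 6.18 (standard error 0.15, adjusted p = 1.66e-09 from edgeR's quasi-likelihood test). With Aβ40 fibrils it reached 3404 ± 89.3 (SD, n = 3), a log2 fold change of 6.37 (standard error 0.16, adjusted p = 2.26e-09). For Cfb the log2 fold changes were 6.11 and 6.14, and for Serping1, which started from 197 ± 20.5 (SD, n = 3), they were 3.63 and 3.38. All treated libraries lay above all control libraries for the 3 genes. The difference between the fibrils was -0.19 for C3 and -0.03 for Cfb, each with an adjusted p of 1, and 0.25 for Serping1 with an adjusted p of 0.781. The sign of the Serping1 difference turned to -0.17 without scaling, where the median of all genes was -0.40. The Cfb difference turned to 0.04 without Aβ40 replicate 3 and to 2.39e-04 without Aβ42 replicate 3. C3 and Cfb were among the 3 genes with the smallest p-values that rose with each fibril, beside Ptges with Aβ42 (log2 fold change 8.37, adjusted p = 1.66e-09) and Irf7 with Aβ40 fibrils (5.26, adjusted p = 2.26e-09).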

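Lcn2 had 30.3 ± 9.48 scaled CPM (SD, n = 3) in control astrocytes. It rose to 2858 ± 186 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 6.60 (standard error 0.25, adjusted p = 1.29e-08 from edgeR's quasi-likelihood test), and to 2253 ± 105 (SD, n = 3) with Aβ40 fibrils, a log2 fold change of 6.25 (standard error 0.24, adjusted p = 1.80e-08). The direct difference of 0.34 had an adjusted p of 0.982. It passed the threshold, at 0.0429, only in the fit of these groups alone. Its sign turned to -0.07 without scaling, where the median of all genes was -0.40.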

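Sphk1 was counted 7, 0 and 30 times in the control astrocyte libraries, 32, 20 and 15 times with Aβ42 fibrils and 20, 40 and 30 times with Aβ40 fibrils. On the scale of CPM this was 1.35 ± 1.17 (SD, n = 3), 2.01 ± 0.20 (SD, n = 3) and 2.07 ± 0.074 (SD, n = 3). The log2 fold change was 0.36 with Aβ42 fibrils (standard error 0.48, adjusted p = 0.601 from edgeR's quasi-likelihood test) and 0.39 with Aβ40 fibrils (standard error 0.47, adjusted p = 0.567), and the difference between the fibrils was -0.03 (adjusted p = 1). A change of the size of the standard error was not detectable at this depth. Leaving out control replicate 2, the library with 0 counts, gave -0.02 with Aβ42 and 0.0064 with Aβ40 fibrils, and leaving out control replicate 3 gave 1.15 and 1.18. Without Aβ42 replicate 3 the difference between the fibrils was 0.03.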

Interestingly, *SphK1*, which codes for sphingosine kinase 1 (SK1), was up-regulated specifically in the Aβ40 treated astrocytes, while displaying down-regulation in the Aβ42 astrocytes. SK1 promotes cytoprotective and substrate degradative autophagy of the huntingtin protein in Huntington’s disease [69], and its up-regulation here could indicate activation of substrate degradative autophagy induced by Aβ40 fibrils.

Similar to the astrocytes, comparative differential gene expression analysis revealed that a much greater number of up-regulated genes were observed in primary microglia treated with Aβ42 fibrils than those treated with Aβ40 fibrils, with 2133 and 251 occurring in each, respectively (Figure 5A). Among these genes, 249 were shared between the Aβ42 and Aβ40 fibril-treated microglia (Figure 5A). Thus, in microglia, Aβ42 fibril treatment resulted in nearly 10X the number of up-regulated genes compared with Aβ40 fibril treatment, and nearly all the Aβ40 fibril-induced changes also occurred in the Aβ42 fibril treatment. 

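Microglia treated with Aβ42 fibrils had 400 genes up-regulated 5-fold or more, and those treated with Aβ40 fibrils had 364. All libraries of the treated group exceeded all control libraries for 394 and 363 of them. The control libraries were all at or under 3 counts for 88 and 87 of the up-regulated genes, of which 75 and 73 still exceeded 5-fold against that limit. Leaving the counts unscaled gave 722 and 153 genes in the edgeR fit, a ratio of 4.72, and 60 and 253 genes by the rule of the paper, a ratio of 0.237. By that rule with DESeq2 size factors the numbers were 524 and 438, a ratio of 1.20. When all genes with any count were tested the numbers were 619 and 474, and when 10 counts were required in every library they were 178 and 160.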

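In microglia, 336 genes were up-regulated by both fibrils, against 0 in simulations with no treatment effect, in which 107 genes on average had an unadjusted p-value under 0.05 with both. Without scaling, the shared genes numbered 153. The 64 genes that reached 5-fold only with Aβ42 fibrils had a median log2 fold change of 2.05 with Aβ40 fibrils. Of these, 58 were at least 2-fold higher with Aβ40 fibrils at an adjusted p-value under 0.05, and 28 differed between the fibrils in the direct comparison.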

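The ratio of up-regulated genes with Aβ42 to those with Aβ40 fibrils in microglia was 1.10. Of the genes up-regulated by Aβ40 fibrils, 92.3% were also up-regulated by Aβ42 fibrils, and 84.0% the other way round. In the direct comparison of the fibrils, 2198 genes differed at an adjusted p-value under 0.05, of which 1222 were higher and 976 lower with Aβ42 fibrils. At 2-fold or more these were 252 higher and 140 lower, and none reached 5-fold, the largest difference being 4.95-fold. The libraries of the 2 fibrils did not overlap for 29.3% of genes, where chance gives 10%. The number of genes that differed rose without Aβ42 replicate 1 and fell to a similar level without any other fibril-treated replicate. It was 6004 without Aβ42 replicate 1, and 121 without Aβ42 replicate 2, 99 without Aβ42 replicate 3, 127 without Aβ40 replicate 1, 154 without Aβ40 replicate 2 and 153 without Aβ40 replicate 3. The genes with the smallest p-values were Akr1b1 (log2 difference 1.48, adjusted p = 5.46e-04 from edgeR's quasi-likelihood test), Insig1 (1.33) and Ndrg1 (1.03) on the Aβ42 side, and Ccl22 (-1.36, adjusted p = 0.00284), Hdac9 (-1.47) and Klf12 (-1.63) on the Aβ40 side, the last 3 of which changed sign when counts were not scaled. Without scaling the median of all genes between the fibrils was 2.01. From the numbers of up-regulated genes, the paper concludes that Aβ42 fibrils changed many more genes in microglia than Aβ40 fibrils did, and that nearly all changes seen with Aβ40 fibrils also occurred with Aβ42 fibrils.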

In order to highlight some of the important specific and common expression changes induced by the fibril treatments, we ranked the altered genes according to average abundance among all treatment groups, and relative expression of the 20 most abundant genes which were specifically elevated (≥5-fold control expression) in each Aβ fibril treatment, as well as those common to both. These are depicted in the heat maps in Figure 5B, along with the corresponding expression in the other treatment group. 

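Of the 20 genes shown as Aβ42-specific in Figure 5B, 14 were tested, and all 14 reached 5-fold with Aβ42 fibrils. With Aβ40 fibrils 9 did by the fitted values and 6 with the genes near the detection limit held to their lower bounds. Their median log2 fold change was 3.91 with Aβ42 and 2.66 with Aβ40 fibrils, or 3.69 and 2.33 with the genes near the detection limit set at their lower bounds. In the direct comparison all 14 were higher with Aβ42 fibrils, by a median of 1.38, and 12 differed at an adjusted p-value under 0.05, or 13 adjusted over the list alone. The largest difference was 2.26 for Sbsn and the smallest 0.59 for Rbpms. The 20 genes shown as common all reached 5-fold with both fibrils, with medians of 5.09 and 5.07 and a median difference of -0.02. Among these, Csf3 was the highest at 7.87 and 7.59. The study chose both lists on these libraries, so counts adjusted over a list alone are not independent evidence.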

Notable genes among those specifically elevated in the Aβ42 fibril treatment are *Arg1*, *Cebpb*, and *f13a1*. 

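Arg1 had at most 3 counts in every control library of microglia. It reached 4.63 ± 1.81 scaled CPM (SD, n = 3) with Aβ42 fibrils, at least 10.0-fold higher (adjusted p = 1.61e-04 from edgeR's quasi-likelihood test), and 1.39 ± 0.81 (SD, n = 3) with Aβ40 fibrils, at least 3.01-fold higher (adjusted p = 0.0239). The Aβ40 bound was 2.43-fold without Aβ40 replicate 1. Leaving out a library raised the Aβ40 value to an adjusted p of 0.0839 without control replicate 1, 0.0707 without control replicate 3, 0.0957 without Aβ40 replicate 1 and 0.0891 without Aβ40 replicate 2. The log2 difference between the fibrils was 1.36 (standard error 0.50, adjusted p = 0.0692), and it passed the threshold without Aβ42 replicate 1 (adjusted p = 0.0349), with DESeq2's Wald test (1.54, adjusted p = 0.0444) and without scaling (3.23, adjusted p = 0.0305). Without scaling the median of all genes was itself 2.01. Cebpb rose from 14.9 ± 3.45 (SD, n = 3) to 202 ± 96.5 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 3.77 (standard error 0.34, adjusted p = 2.01e-06). With Aβ40 fibrils it reached 65.1 ± 7.27 (SD, n = 3), a log2 fold change of 2.09 (standard error 0.34, adjusted p = 3.77e-04). The Cebpb difference of 1.67 had an adjusted p of 0.0115, and of 0.0506 to 0.0602 without any one of the fibril-treated replicates other than Aβ42 replicate 1. F13a1, also at the detection limit in all control libraries, was at least 8.05-fold higher with Aβ42 (adjusted p = 2.18e-05) and at least 1.99-fold higher with Aβ40 fibrils (adjusted p = 0.0242). F13a1 averaged 0.92 scaled CPM with Aβ40 fibrils, where the limit of 3 counts is 0.68 to 1.32 CPM in those libraries. Without Aβ40 replicate 2 the F13a1 bound was 1.54-fold. The F13a1 difference between the fibrils, 1.87, had an adjusted p of 0.0218. Without any one of the fibril-treated replicates other than Aβ42 replicate 1, that value was 0.0583 to 0.112. The F13a1 call against control with Aβ40 fibrils was lost, at adjusted p-values of 0.0778 and 0.0677 without control replicates 1 and 3 and of 0.0617 and 0.127 without Aβ40 replicates 1 and 2.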

*F13a1* up-regulation has been reported to be an indicating factor of microglia, adopting a macrophage-like phenotype, as seen in glioblastoma [70]. It is possible that Aβ42 fibrils can induce similar changes in microglia, as evidenced by f13a1 elevation. On the other hand, up-regulation of *Arg1* and *Cebpb* suggests a neuroprotective activation of microglia, as *Arg1* is a key marker of the proinflammatory M2a phenotype, and *Cebpb* is a reported transcriptional regulator of M2a genes, including *Arg1* [71,72]. Additionally, many of the commonly up-regulated microglial genes, including *IL1b*, *ccl2*, *cxcl1*, *Tnf*, *MMP9*, and *Nos2,* are proinflammatory markers [73,74,75,76]. 

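Il1b rose in microglia from 225 ± 23.1 scaled CPM (SD, n = 3) in the control group to 4343 ± 535 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 4.27 (standard error 0.14, adjusted p = 7.00e-10 from edgeR's quasi-likelihood test). With Aβ40 fibrils it rose to 4603 ± 440 (SD, n = 3), a log2 fold change of 4.35 (standard error 0.14, adjusted p = 8.70e-10). The log2 fold changes with Aβ42 and Aβ40 fibrils were 4.29 and 4.59 for Ccl2, 6.19 and 6.40 for Cxcl1, 3.25 and 3.54 for Tnf, 3.66 and 3.89 for Mmp9, and 4.56 and 5.29 for Nos2. The highest adjusted p among these was 3.48e-06, for Nos2 with Aβ42 fibrils, and all treated libraries lay above all control libraries. Each of the 6 genes was slightly lower with Aβ42 than with Aβ40 fibrils, by -0.08 for Il1b to -0.73 for Nos2, with adjusted p-values of 0.0754 or more. Without scaling all 6 differences changed sign, to between 0.77 for Nos2 and 1.88 for Il1b, the last with an adjusted p of 0.045. The median of all genes was 2.01 there, so these changes of sign do not set the 6 genes apart from the rest. Aβ42 replicate 1 set much of the spread. Without it the difference was -1.41 for Nos2 (adjusted p = 3.13e-05), -0.58 for Ccl2 (adjusted p = 0.00379), -0.53 for Cxcl1 (adjusted p = 0.00714) and -0.36 for Tnf (adjusted p = 0.00609). Without Aβ42 replicate 2 the Il1b difference was 0.02.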

Though our analysis indicated that two genes, *Fam110c* and *Cftr*, were specifically elevated by Aβ40 fibril treatment in the microglia. The data are suggestive that *Fam110c* and *Cftr* are also up-regulated by Aβ42 fibrils, though they failed to reach statistical significance in our study (*p* > 0.054 and 0.079, respectively). Therefore, Aβ40 fibrils did not induce significant unique enhanced gene expression changes in microglia compared to Aβ42 fibrils. 

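Fam110c had 0 counts in all 3 control microglia libraries, 12, 31 and 21 counts with Aβ42 fibrils, and 8, 5 and 6 counts with Aβ40 fibrils. It fell under the filter on low counts, so its test comes from the edgeR fit of all genes with any count. There it was at least 5.28-fold higher than control with Aβ42 fibrils (adjusted p = 8.28e-04) and at least 4.18-fold higher with Aβ40 fibrils (adjusted p = 0.00216). Aβ42 replicate 1 had 4.80 CPM and the other Aβ42 libraries 1.34 and 1.20, and without replicate 1 the bound for Aβ42 fibrils was 2.74-fold. The log2 difference between the fibrils was -0.14 (adjusted p = 0.888), and it turned to 0.18, 0.22 and 0.09 without Aβ42 replicate 2, Aβ42 replicate 3 and Aβ40 replicate 3. Cftr likewise had 0 counts in the control libraries, with 0, 5 and 3 counts with Aβ42 and 7, 5 and 2 counts with Aβ40 fibrils. It was at least 2.68-fold higher with Aβ40 fibrils (adjusted p = 7.09e-04 from the same fit). With Aβ42 fibrils no fold is given, since its mean was 0.13 ± 0.11 CPM (SD, n = 3), under the limit set by the control libraries (adjusted p = 0.0561, unadjusted p = 0.0260 from the same fit). The Cftr difference of -2.71 had an adjusted p of 0.0165, and of 0.0544 to 0.0929 without any one of the fibril-treated replicates other than Aβ42 replicate 1.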

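At 5-fold or more, 28 genes were up-regulated in microglia with Aβ40 fibrils and not with Aβ42 fibrils. Their median log2 fold change with Aβ42 fibrils was 2.06, and the lowest was 0.40. Of the 28 genes, 27 were at least 2-fold higher with Aβ42 fibrils at an adjusted p-value under 0.05. In the direct comparison of the fibrils, 10 of them differed at an adjusted p-value under 0.05.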

### 3.4. Validation of Aβ Fibril Treated Glial Specific Genes in AD Rat brain

Next, we sought to validate the increased expression of reactive glial genes in the transgenic AD model, TgF344-AD rats [55]. We confirmed the presence of parenchymal amyloid plaques in 15-month-old F344Tg-AD rats which were primarily composed of fibrillar Aβ42 (Figure S3). The RNA sequence data indicated that *Gbp2* and *C3* genes (Figure 4B) and *iNOS* were significantly up-regulated in Aβ42 fibril-treated astrocytes. 

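Nos2, the gene of iNOS, was counted 3, 8 and 6 times in the control astrocyte libraries, or 1.06 ± 0.77 scaled CPM (SD, n = 3). It reached 554 ± 24.7 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 9.39 (standard error 0.31, adjusted p = 5.08e-09 from edgeR's quasi-likelihood test), and 328 ± 12.2 (SD, n = 3) with Aβ40 fibrils, a log2 fold change of 8.63 (standard error 0.30, adjusted p = 1.09e-08). The control libraries moved the Aβ42 value most, from 8.60 without control replicate 3 to 10.07 without control replicate 2. The difference between the fibrils was 0.76 (standard error 0.18, adjusted p = 0.205). It passed the threshold in DESeq2's Wald test (adjusted p = 1.20e-07) and in the fit of these groups alone (adjusted p = 0.00221).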

In accordance with our RNA sequence data, immunolabeling in the TgF344-AD rats brain revealed enhancement of iNOS, GBP2, and C3, particularly around amyloid plaque deposits in F344Tg-AD compared with WT rat brain, as well as strong co-localization with the astrocyte marker GFAP (Figure 6B,D,F, respectively). Thus, we confirmed increased expression of iNOS, GBP2, and C3 in astrocytes associated with amyloid plaques in AD rat brains. 

In the treated microglia, *Mmp9*, *Mmp12,* and *Ccl2* were significantly elevated in both Aβ42 and Aβ40 fibril-treated cells (Figure 5B), while *PAI-1/Serpine1* and *C1r* were specifically elevated in the Aβ42-treated microglia (counts of *PAI-1/Serpine1*: 366 vs. 4392; *C1r* 447 vs. 8706 in control and treated cells, respectively). 

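Mmp12 rose in microglia from 5.55 ± 1.21 scaled CPM (SD, n = 3) in the control group to 999 ± 245 (SD, n = 3) with Aβ42 and 882 ± 72.0 (SD, n = 3) with Aβ40 fibrils, log2 fold changes of 7.46 (adjusted p = 5.54e-10) and 7.29 (adjusted p = 6.79e-10 from edgeR's quasi-likelihood test). C1r rose from 65.2 ± 6.92 (SD, n = 3) to 430 ± 21.4 (SD, n = 3) with Aβ42 fibrils, a log2 fold change of 2.72 (standard error 0.11, adjusted p = 2.14e-09), and to 468 ± 21.1 (SD, n = 3) with Aβ40 fibrils, a log2 fold change of 2.84 (standard error 0.11, adjusted p = 2.13e-09). The differences between the fibrils were -0.12 for C1r (adjusted p = 0.387) and 0.18 for Mmp12 (adjusted p = 0.433). Without scaling that of C1r turned to 1.85 with an adjusted p-value of 0.0502, where the median of all genes was 2.01. In the unscaled counts the rise of C1r with Aβ40 fibrils lost its call, at a log2 fold change of 1.91 with an adjusted p-value of 0.238. The median of all genes against control was -0.90 there. Leaving out Aβ42 replicate 1 turned the Mmp12 difference to -0.03.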

PAI-1 is a reported regulator of motility and phagocytosis in microglia [77], while C1r, an important member of the classic complement cascade, is reported to be up-regulated in AD models upon plaque formation [78]. Based on the proinflammatory functions and relevance to microglia function in ADRD pathology, we sought to validate the enhancement of these markers in TgF344-AD rat brains. We found increased number of activated microglia expressing PAI-1, MMP9, MMP12, CCL2, and C1R surrounding plaques in F344Tg-AD rat brains compared with WT rat brains (Figure 7B,D,F,H,J, respectively). Collectively, the RNA sequence and immunolabeling data reveal a substantial increase in the expression of reactive glial genes in primary cultures treated with Aβ42 fibrils, as well as surrounding Aβ42 fibril plaque deposits, in the F344Tg-AD rat brain.

### 3.5. Ingenuity Pathway Analysis of Glial Cell Activation Mechanisms

In order to add mechanistic context to the observed gene expression changes, we utilized Ingenuity pathway analysis (IPA) to identify altered pathways, regulators, and downstream functions. Based on expression changes in downstream target molecules or interacting genes, IPA predicts activation (z score > 2) or inhibition (z score < −2) of upstream regulators, pathways, and disease functions [79]. Using IPA, we comparatively analyzed the up-regulated genes in the astrocytes treated with Aβ42 and Aβ40 fibrils. 

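The heat map of Figure 8A names 16 genes for the inflammatory response, of which 15 were tested in astrocytes. The study took them from genes it called up-regulated in these libraries, so tests of them here are not independent evidence. Against control, their median log2 fold change was 1.57 with Aβ42 and 1.68 with Aβ40 fibrils, and the same numbers were past an adjusted p-value of 0.05 with each fibril, 11 higher and 2 lower. The highest was Lcn2 with Aβ42 and C3 with Aβ40 fibrils, and the lowest with both was Il16. The median difference of Aβ42 from Aβ40 fibrils was 0.14, with 9 genes higher and 6 lower. In the edgeR fit of all 9 libraries it reached an adjusted p-value under 0.05 for 0 of them, over all genes or adjusted over the list alone. Camera, a test of a list against all other genes with a preset correlation of 0.01, gave an adjusted p of 0.077 over the 4 lists of Figure 8. With an estimated correlation it was 0.126, and by fry, which tests the list on its own, 0.00763. Leaving out Aβ40 replicate 3 gave a camera adjusted p of 0.0487. Without scaling the median difference was -0.27, where that of all genes was -0.40. IPA was not run here.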

Interestingly, the disease function inflammatory response was predicted as activated in the Aβ42 fibril treated astrocytes (z = 2.744), with suggested activation (z = 1.585) in the Aβ40 fibril treated astrocytes, as shown in the heat map in Figure 8A. IPA analysis predicted the activation of the proinflammatory cytokine TNFα in the Aβ42 fibril (z = 3.892), but not the Aβ40 fibril treated cells. 

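Of the 23 genes in the TNFα heat map of Figure 8B, 22 were tested. They too come from genes the study called up-regulated in these libraries. Against control, the median log2 fold change was 1.82 with Aβ42 and 1.84 with Aβ40 fibrils, and 20 genes were higher with each at an adjusted p-value under 0.05. In the direct comparison the median was 0.01, with 11 genes higher and 11 lower with Aβ42 fibrils. The camera adjusted p was 0.077 and the fry adjusted p 0.0871. The median turned to -0.04 without Aβ42 replicate 2 and to -0.41 without scaling, where that of all genes was -0.40. The camera adjusted p was 0.0487 without Aβ40 replicate 3, where the median was 0.08. The largest differences were for Il16, at 1.05, and Csf1, at -0.22, and 0 of the 22 reached an adjusted p-value under 0.05 in the edgeR fit of all 9 libraries.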

A heat map depicting the relative expression of the TNFα associated genes in both Aβ fibril treatments is shown in Figure 8B. Consistent with our other results, Aβ42 fibrils are predicted to have a greater proinflammatory effect on IPA, both on its activation of inflammatory cytokines, such as TNFα, and on its activation of the inflammatory response in astrocytes. 

Similarly, we comparatively analyzed the up-regulated genes in microglia treated with Aβ42 and Aβ40 fibrils. Due to the large number of up-regulated genes in the treated microglia, the IPA analysis was restricted to only genes with expression ≥10-fold of the control expression. IPA analysis indicated predicted activation of the downstream function activation of microglia in both Aβ42 fibril- (z = 3.204) and Aβ40 fibril- (z = 2.054) treated cells. Consistent with our other observations, the effect of Aβ42 fibril treatment was shown to be more robust for the activation of microglia in the pathway analysis. A heat map depicting the relative expression of genes associated with microglia activation in each Aβ fibril treatment group is depicted in Figure 8C. It is noteworthy that genes associated with both M1 and M2 polarization of microglia are present, primarily in the Aβ42 fibril treated cells, showing further evidence that Aβ fibril treatment induces both M1 and M2 activation of microglia, with Aβ42 fibrils displaying a greater ability to do so. 

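All 27 tested genes of the 30 in Figure 8C were higher than control in microglia at an adjusted p-value under 0.05 with each fibril. The study took these genes from those it called up-regulated in these libraries, so that rise is not independent evidence. The median log2 fold change was 3.66 with Aβ42 and 3.54 with Aβ40 fibrils, or 3.25 and 2.98 with genes at the detection limit set at their lower bounds. Il6 was the highest with both, at 7.75 and 7.94. The median difference of Aβ42 from Aβ40 fibrils was -0.05, with 13 genes higher and 14 lower. The camera adjusted p was 0.808 and the fry adjusted p 0.773. At an adjusted p-value under 0.05 over all genes 3 were higher with Aβ42 and 0 lower, or 2 and 0 adjusted over the list alone. Cebpb had the largest positive difference. The sign of the median was not stable, since it was 0.04, 0.02 and 0.06 without Aβ42 replicate 1, Aβ42 replicate 2 and Aβ40 replicate 1, and 2.01 without scaling, where the median of all genes was also 2.01.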

IPA analysis also predicted activation of TGF-β1 in both Aβ42 fibril- (z = 4.404) and Aβ40 fibril-treated microglia (z = 2.118). A heat map depicting the relative expression of the most significantly up-regulated genes associated with TGF-β1 in each Aβ fibril treatment group is depicted in Figure 8D. It has been reported that TGF-β1 can mediate a reparative or alternative activation phenotype in microglia [80,81]. It is, therefore, possible that induction of TGF-β1 could contribute to the alternative microglia phenotype observed here in the Aβ fibril-treated cells. 

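Figure 8D lists 49 genes for TGF-β1, of which 46 were tested in microglia. These genes too were chosen as up-regulated in these libraries, so their rise against control is not independent evidence. With the genes at the detection limit in control held to their lower bounds, 46 were up-regulated 5-fold or more with Aβ42 fibrils and 45 with Aβ40 fibrils, where Arg1 was at least 3.01-fold higher. Their median log2 fold change was 5.27 with Aβ42 and 5.25 with Aβ40 fibrils. With the 11 genes at the detection limit set at their lower bounds the medians were 4.85 and 4.81. In the direct comparison the median was 0.03, with 23 genes higher and 23 lower with Aβ42 fibrils. At an adjusted p-value under 0.05, 4 were higher and 1 lower, or 3 and 1 adjusted over the list alone. Socs1 had the largest difference, at 1.76, and Il12b the lowest, at -1.26. The camera adjusted p was 0.808. Without Aβ42 replicate 1 the median was -0.04. It was -0.0081 without Aβ42 replicate 3 and -0.0025 without Aβ40 replicate 1.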

Because IPA indicated microglial activation in both the Aβ42 and Aβ40 fibril treated microglia, we decided to probe our data set for genes found in the Disease Associated Microglia (DAM) phenotype, including those both up-regulated or down-regulated [82,83,84,85,86]. 

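With Aβ42 fibrils, the 10 genes listed in Figure 9 as up-regulated in DAM changed in both directions in microglia. Ccl6 had a log2 fold change of 2.05 (standard error 0.15, adjusted p = 3.85e-07 from edgeR's quasi-likelihood test) and Cst7 of 1.69 (standard error 0.23, adjusted p = 5.43e-05). The other 8 genes were lower, from -0.26 for Tyrobp (adjusted p = 0.085) to -1.89 for Clec7a (standard error 0.19, adjusted p = 4.05e-06), and 7 of them were past an adjusted p-value of 0.05. These 7 were Cd68 (-1.41), Spp1 (-0.73), Aif1 (-0.71), Cst3 (-1.25), Clec7a, Cd9 (-0.33) and Trem2. Trem2 fell from 445 ± 47.6 scaled CPM (SD, n = 3) to 244 ± 34.1 (SD, n = 3), a log2 fold change of -0.86 (adjusted p = 8.41e-05). The median of the 10 genes was -0.72, with a camera p of 0.235 and a fry p of 8.30e-04. Adjusted over the list alone the counts were the same, 2 higher and 7 lower. All 4 genes listed as down-regulated in DAM were lower, with Picalm at -0.89, Plcg2 at -1.16, P2ry12 at -6.09 and Cx3cr1 at -7.08. These counts depended on scaling. Without scaling in the edgeR fit, 1 gene of the 10 was higher, 0 were lower, and 2 of the 4 were lower. Trem2 turned to 0.32 there (adjusted p = 0.771), while the median of all genes rose to 1.09. By the rule of the paper on unscaled counts, 0 of the 10 were higher and 0 lower.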

Despite showing a more robust activation of microglia in the IPA analysis, and an overall greater impact on up-regulated genes, Aβ42 fibril treatment caused significant up-regulation of many DAM up-regulated genes, as well as down-regulation of 2 DAM down-regulated genes (Figure 9). This suggests that Aβ42 fibrils are triggering DAM phenotype with consistent microglial activation. Surprisingly, Aβ40 fibril treatment resulted in the down-regulation of most of these DAM-associated up-regulated genes, especially the key DAM-triggering receptor gene *Trem2*, while also causing the down-regulation of four DAM-associated down-regulated genes (Figure 9). This indicates that Aβ40 fibril treatment induces directional differential expression of microglial genes that both aligns and distinguishes them from DAMs. 

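With Aβ40 fibrils, 8 of the 10 DAM up-regulated genes were lower than in control microglia at an adjusted p-value under 0.05, and Ccl6 and Cst7 were higher, at log2 fold changes of 2.16 and 1.77. Trem2 fell to 146 ± 3.92 scaled CPM (SD, n = 3), a log2 fold change of -1.61 (standard error 0.13, adjusted p = 6.42e-07 from edgeR's quasi-likelihood test). The other 7 genes ranged from -0.39 for Tyrobp (adjusted p = 0.0196) to -1.58 for Cst3 (adjusted p = 6.80e-07). The median of the list was -0.85, with a camera p of 0.0632 and a fry p of 2.00e-04, and adjusted over the list alone 2 genes were higher and 8 lower. The fibrils differed directly for Trem2, which was 0.74 higher with Aβ42 fibrils (adjusted p = 0.0081), and for Spp1, which was 0.52 higher (adjusted p = 0.0449). The other 8 genes did not differ at an adjusted p-value under 0.05. Picalm (-0.48), Plcg2 (-1.09), P2ry12 (-5.67) and Cx3cr1 (-6.97) were lower than control with Aβ40 fibrils, and their median of -3.38 was -3.20 with the gene at the detection limit set at its bound. The camera p of these 4 genes was 1.52e-05 with Aβ40 and 9.26e-07 with Aβ42 fibrils, where their median was -3.63, and it was 0.0251 and 0.038 with an estimated correlation. Without scaling, 0 of the 10 genes were called in either direction with Aβ40 fibrils and 2 of the 4 were called lower, while the median of all genes was -0.90, and Trem2 stayed lower at -2.50 with an adjusted p of 0.0673.

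**Figure D3:**
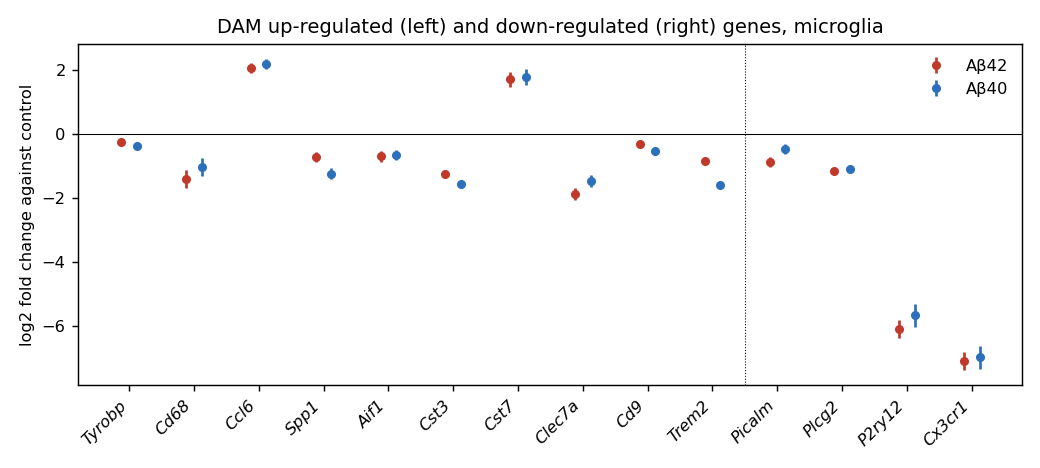
Log2 fold change against control in microglia (vertical axis, points with standard errors from the edgeR fit) of the 10 DAM up-regulated and 4 DAM down-regulated genes (horizontal axis) with Aβ42 and Aβ40 fibrils. Ccl6 and Cst7 lie above 0 with both fibrils and the other 12 genes lie below 0.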

## 4. Discussion

Increasing evidence suggests that neuroinflammation is a key player in the pathophysiology of ADRD [15,87,88]. This process is marked by the reactive gliosis surrounding amyloid deposits in the brain, involving multiple distinct species of Aβ fibrils. For example, it involves the Aβ42 fibrils primarily comprising the hallmark parenchymal plaques in AD and the Aβ40 fibrils primarily associated with the vascular amyloid deposits observed in CAA [2,3,4,11,12,89]. As observed in several animal models and AD patients, chronic glial activation and pro-inflammatory cytokine and chemokine production stimulate neurodegenerative processes [87,90,91,92]. Importantly, overexpressed pro-inflammatory cytokines are not only present in early stages of clinical AD, but also contribute to neurotoxicity and cognitive deterioration, promoting severe late-stage AD [93,94,95]. Microglia and astrocytes are the primary neuroimmune cells involved in this process, but capillary endothelial cells and infiltrating blood cells also contribute to neuroinflammation [15,26,96]. Similarly, dyshoric amyloid projections in CAA drive dramatic perivascular inflammation associated with activation of both astrocytes and microglia as well [20,24,25]. The mechanisms responsible for the inflammatory pathogenesis of ADRD, including the activation of both astrocytes and microglia, as well as the specific contributions of distinct Aβ fibril species, are complicated and remain unclear. Therefore, the present study focused on comparatively investigating molecular actions in both astrocytes and microglial cells treated with well-characterized Aβ42 and Aβ40 fibrils that were free from non-fibrillar species. 

Previous studies which investigated the molecular impacts of Aβ fibril treatment on glial cells have largely incorporated single Aβ fibril species, or a combination of fibrils, with varying lengths, and have not comparatively investigated the specific effects of distinct fibril species [18,19,36,37,40,50,51,52]. Additionally, these studies have mostly explored either astrocytes or microglia, and rarely include comparative analysis of both cell types [18,19,36,37,40,50,51,52]. Thus, an important and novel feature of our study is the comparative analysis of the specific effects of distinct, homogeneous populations of both Aβ42 and Aβ40 fibrils on both astrocytes and microglia. 

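In astrocytes, the number of genes up-regulated 5-fold or more was 7.27% higher with Aβ42 than with Aβ40 fibrils, and in microglia it was 9.89% higher. At 2-fold or more, 935 genes were up-regulated with Aβ42 and 862 with Aβ40 fibrils in astrocytes, and 1230 and 970 in microglia. Leaving out 1 library at a time gave between 362 and 386 up-regulated genes with Aβ42 fibrils and between 330 and 358 with Aβ40 fibrils in astrocytes. In microglia the ranges were 386 to 466 and 383 to 406 genes. The ranges of the 2 fibrils overlap in microglia and not in astrocytes. In astrocytes, however, the Aβ42 count from all libraries, 354, lies below its own range and inside that for Aβ40 fibrils. By the rule of the paper on unscaled counts the order in astrocytes was reversed, with 564 genes for Aβ42 and 707 for Aβ40 fibrils. The difference between the numbers for the 2 fibrils was not itself tested.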

RNA sequence analysis in astrocytes and microglia treated with Aβ42 or Aβ40 fibrils revealed that, in general, Aβ42 fibrils induced more gene expression changes in both astrocytes and microglia than Aβ40 fibrils, accounting for 30% more up-regulated genes in astrocytes and nearly 10 times as many up-regulated genes in microglia (Figure 4 and Figure 5). A notable, specific effect of Aβ40 fibril treatment in astrocytes was the unique enhancement of *Sphk1* (Figure 4B). *Sphk1* codes for sphingosine kinase 1, which is reported to promote protective autophagy of aggregated huntingtin proteins in Huntington’s disease [69]. It is possible that up-regulation of *Sphk1* induced by Aβ40 could be a mechanism of enhancement of autophagy of amyloid deposits in ADRD. Many of the common genes up-regulated in the astrocytes by both Aβ42 and Aβ40 fibrils, such as *C3*, *Cfb*, and *Serping1*, are associated with the proinflammatory and neurotoxic A1 specific phenotype, with the A1 specific *Gbp2* also up-regulated in the Aβ42 fibril treated cells (Figure 6A) [97,98,99]. Additionally, the inducible neurotoxic factor *Lcn2,* and the inducible nitric oxide synthase *iNOS*, which are both active in inflammatory responses of A1 astrocytes, were also commonly up-regulated in the treated astrocytes (Figure 4B) [68,100]. Immunolabeling confirmed the enhancement of iNOS, GBP2, and C3 proteins in astrocytes surrounding parenchymal amyloid plaques in the TgF344-AD model, which are primarily composed of Aβ42 (Figure 6). IPA analysis indicated activation of the proinflammatory cytokines TNFα and IL1β in Aβ42 fibril-treated astrocytes (z = 3.892, and 3.477, respectively), but not in Aβ40 fibrils, despite some commonly up-regulated genes being shared in those networks (Figure 8A,B). Both TNFα and IL1β have been suggested as important contributors, and, subsequently, potential therapeutic targets, for the severe neuroinflammation in AD pathology [101,102]. Therefore, they may have a central role in astrocyte mediated inflammation in ADRD. Together, these results indicate that both Aβ42 and Aβ40 fibrils induce proinflammatory activation of astrocytes, which is indicative of an A1 phenotype. However, the inductive effects of Aβ42 fibrils, both in the number of genes and the number of pathways impacted, were more significant. 

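Lists of genes known from reactive astrocytes, which do not come from this study, were tested in the same libraries. They include genes the paper names as raised here, such as C3 among the A1 genes and Lcn2 among the common ones. For those genes the tests add no independent evidence. The 10 A1 genes had a median log2 fold change of 2.36 with Aβ42 fibrils, with 7 higher and 3 lower (camera adjusted p = 4.85e-12 over 30 list tests), and of 2.13 with Aβ40 fibrils (1.11e-12). The 12 genes common to both reactive states had medians of 1.69 (6.87e-10) and 1.56 (5.44e-11). These calls held with an estimated correlation and under fry. Of the 12 A2 genes, 10 were tested, with medians of 0.46 (0.00957) and 0.22 (0.0467), and these held under fry but not with an estimated correlation (0.128 and 0.201). The Aβ40 value for the A2 genes also lost its call without control replicate 2 (median 0.03, camera adjusted p = 0.0737), without control replicate 3 (median 0.29, camera adjusted p = 0.142) and without scaling (camera adjusted p = 0.101). The Aβ42 median of the A2 genes ranged from 0.28 without control replicate 2 to 0.70 without control replicate 3. Its call held in each fit that left out 1 library. The direct difference between the fibrils had a median of 0.04 for the A1 genes (camera adjusted p = 0.522), which turned to -0.04 without Aβ40 replicate 1 and to -0.38 without scaling. For the genes common to both states it was 0.07 (camera adjusted p = 0.993), or -0.33 without scaling. For the A2 genes it was 0.22, with 8 higher and 2 lower (camera adjusted p = 2.33e-04), and -0.19 without scaling. The median of all genes between the fibrils was -0.40 without scaling, so these changes of sign do not set the lists apart.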

A1 astrocytes lose many normal astrocyte functions, including regulating neurotransmission, long-term potentiation, neuroenergetics, producing complement components, and decreasing excitatory neuronal function [97,103]. While A1 astrocytes have been characterized in the brains of AD patients, both A1-like and A2-like genes can be present, suggesting a diverse population of astrocytes in AD [104]. Nevertheless, our results here, namely the increased expression of potentially detrimental A1 genes, are supported by immunolabeling of specific proinflammatory markers in F344Tg-AD rats. Comparative pathway analysis suggests that Aβ fibrils are promoters of chronic astrocytic neuroinflammation in the brain, with Aβ42 fibrils harboring more robust pro-inflammatory properties than Aβ42 among astrocytes. 

Aβ42 and Aβ40 fibril-treated microglia displayed common enhancement of *IL1b*, *ccl2*, *cxcl1*, *Tnf*, *MMP9*, and *Nos2* (Figure 5B), all of which are pro-inflammatory markers [73,74,75,76] indicative of induction of the M1 microglia phenotype. Immunolabeling in the TgF344-AD rat brain, a model presenting with largely Ab42 fibrillar deposits, confirmed the enhancement of MMP9 and CCL2, along with the pro-inflammatory PAI-1, MMP12, and C1R in microglia surrounding parenchymal amyloid plaques (Figure 7). While these results indicate that both Aβ42 and Aβ40 fibrils induce the M1 phenotype in microglia, as was the case in the astrocytes, both in terms of affected genes and associated pathways, the effects of Aβ42 fibrils are much more robust. On the other hand, Aβ42 uniquely enhanced the expression of *Arg1*, *Cebpb*, and *f13a1*. *Arg1* and *Cebpb* are both markers of the M2a repair microglia phenotype, with CEBPB regulating the expression of many M2a related genes, including *Arg1* [71,72]. *Arg1* is also reported to contribute to wound healing and matrix deposition [105,106]. On the other hand, F13a1 is a marker of the M2 repair phenotype in macrophages, and has been reported as an indicator of microglia adopting a macrophage-like phenotype, which was observed in glioblastoma [70,107]. Thus, it is possible that ARG1, CEBPB, and F13a1 could contribute to clearance of Aβ in ADRD as part of an M2 phenotype induced by Aβ42.

IPA analysis indicated microglial activation in both Aβ42 and Aβ40 fibril-treated cells, prompting us to further investigate the relative expression of DAM-associated genes in these microglia. We compiled a list of DAM up-regulated and down-regulated genes from the reported literature [82,83,84,85,86] that were detected in our RNA sequencing analysis. Interestingly, Aβ42 fibrils caused up-regulation of numerous DAM up-regulated genes in our analysis, and down-regulation of two DAM down-regulated genes (Figure 9). This implies that Aβ42 fibrils promote a DAM phenotype in treated primary microglia, with its caused activation comprised mainly of the M1 and M2 associated genes discussed above. In contrast, Aβ40 fibril treatment resulted in a surprisingly significant down-regulation of 8/10 of these DAM up-regulated genes, as well as down-regulation of 4/4 DAM down-regulated genes. Thus, the directional differential expression induced by Aβ40 fibril treatment both aligns and differs from the reported DAM phenotype. It is possible that Aβ40 fibril treatment induces a unique subtype of the DAM phenotype specific to microglia, responding to Aβ40 fibril accumulation. Indeed, other subtypes of DAMs have been reported, including a transition from DAM1 to DAM2, which is possibly regulated by TREM2 [108], or white matter-associated microglia (WAMs), which is an activated microglia phenotype associated with aging that is prematurely induced in a mouse model of AD [109]. In summary, while both fibrils induce activation of primary microglia, Aβ42 and Aβ40 fibrils clearly induce unique expression profiles and DAM phenotypes.

## 5. Limitations of the Study and Future Directions

While both fibrillar Aβ40 and Aβ42 deposits accumulate in the ADRD brain, and both contribute to inflammatory- and glial cell-mediated responses, their potential individual distinct contributions to ADRD pathologies have yet to be determined. A limitation of the present studies described here is that they were restricted to responses of single glial cell types in culture, and, thus, do not replicate the diverse cellular population of the brain. In addition, the immunolabeling confirmation of selected markers was performed in an AD rat model of parenchymal plaques largely composed of fibrillar Aβ42. However, these novel findings warrant future investigations. For example, the impacts of the differentially expressed glial genes identified here are likely not confined to autocrine functions. Therefore, future studies should explore effects in co-culture systems, including neurons, in order to further elucidate the functional/pathological contributions of these changes. Evaluation of glial expression surrounding fibrillar Aβ40 deposits can also be informative. Finally, comparative administration of specific fibrillar Aβ species, either alone or in combination with rodent brains, could provide further insight into Aβ/disease associated phenotypes observed here, in which primary astrocytes and microglia are conserved in vivo in the presence of diverse cellular populations. In conclusion, this study presents significant novel findings regarding the stimulatory effects of two prominent fibrillar Aβ species associated with ADRD.

## Figures and Tables

**Figure 1:**
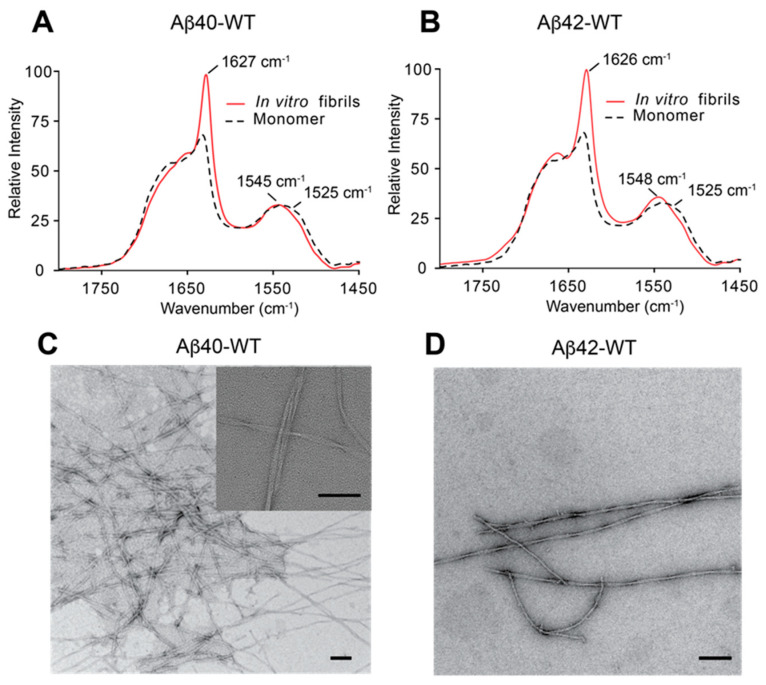
**Templated growth of Aβ40 and Aβ42 fibrils.** (**A**,**B**) The amide I and II regions in FTIR spectra of Aβ40 and Aβ42 are sensitive to the transition of Aβ monomers to fibrils. The Aβ monomers were incubated either with (red solid line) or without (black dashed line) fibril seeds. The amide I frequency of <1528 cm^−1^ and amide II frequency of >1545 cm^−1^ are characteristic of mature fibrils. (**C**,**D**) TEM micrographs of Aβ40 and Aβ42 fibrils after several rounds of template growth. The inset in (C) at higher magnification shows the twisted pairs of protofilaments in mature fibrils. Scale bars = 100 nm.

**Figure 2:**
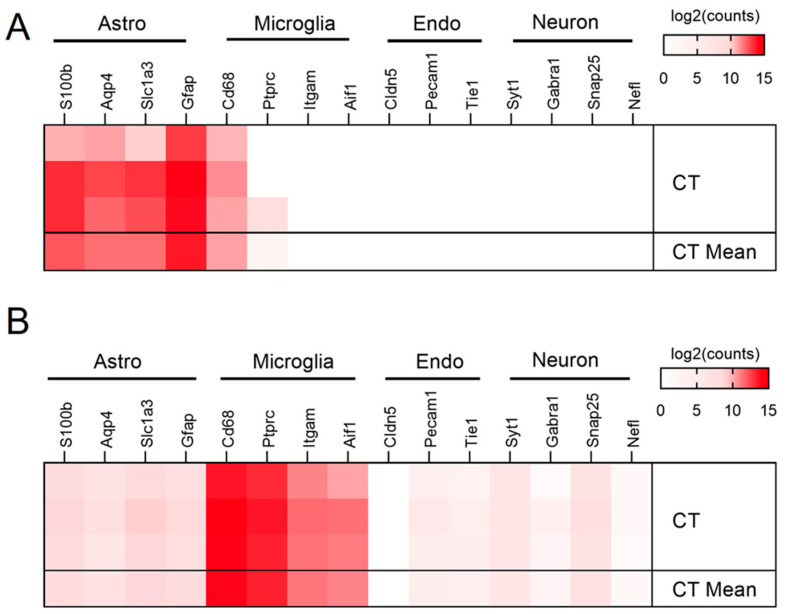
**RNA sequence validation of the primary astrocyte and microglia cultures.** Cell purity heatmaps depict gene counts for cell-type-specific markers for astrocytes (Astro), microglia, endothelial cells (Endo), and neurons in primary cultures of astrocytes (**A**) and microglia (**B**).

**Figure 3:**
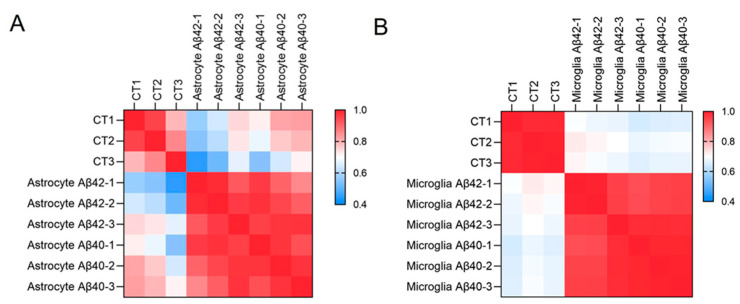
**Heat maps of a Pearson correlation between control, untreated cultures, and fibril treated cultures.** (**A**) astrocytes and (**B**) microglia. Data are calculated based on the whole gene counts from astrocyte and microglial RNA sequencing profiles, separately.

**Figure 4:**
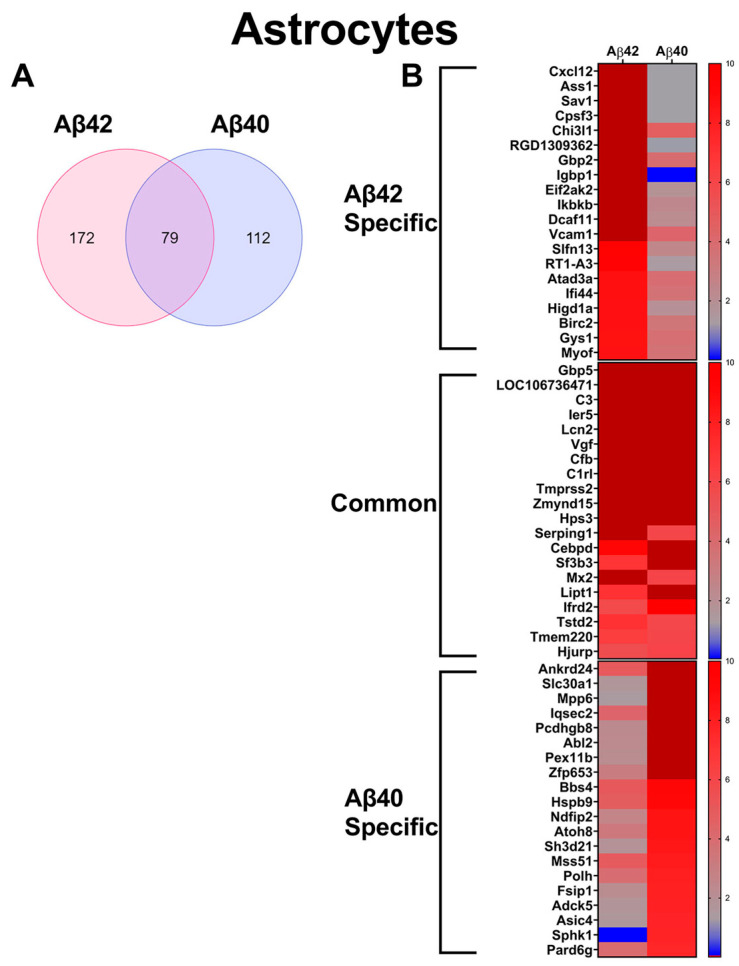
**Significantly increased genes in primary astrocytes treated with Aβ42 or Aβ40 fibrils.** (**A**) Venn diagram comparing significantly (*p* < 0.05) up-regulated genes, >5-fold of untreated controls, in primary astrocytes treated with Aβ42 or Aβ40 fibrils (*n* = 3). (**B**) Heat maps depicting relative expression of most enhanced genes specific to Aβ42 fibril treatment, common to both Aβ42 or Aβ40 fibril treatments and specific to Aβ40 fibril treatment, together with the corresponding expression in the other treatment groups.

**Figure 5:**
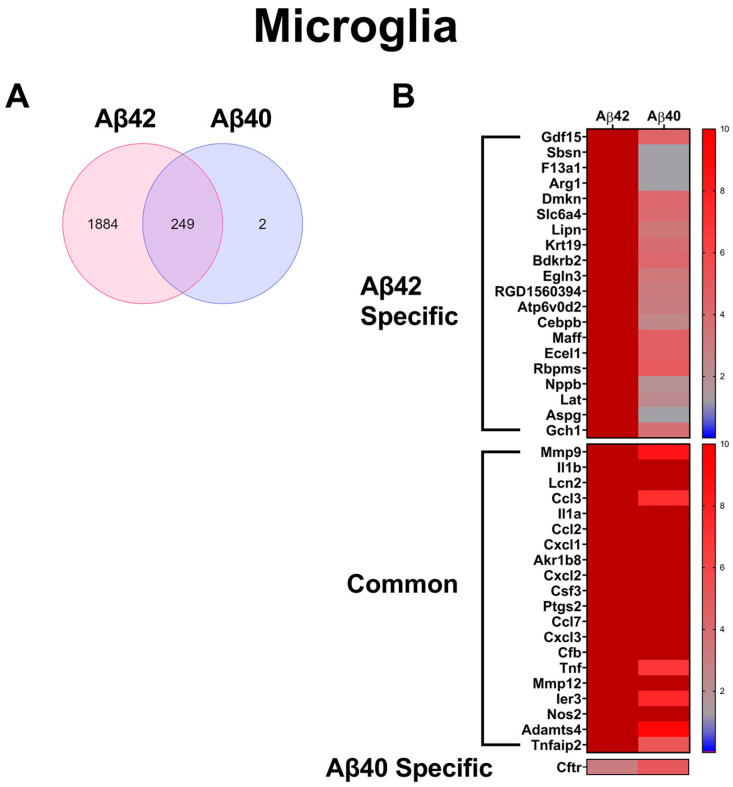
**Significantly increased genes in primary microglia treated with Aβ42 or Aβ40 fibrils.** (**A**) Venn diagram comparing significantly (*p* < 0.05) up-regulated genes, >5-fold of untreated controls, in primary microglia treated with Aβ42 or Aβ40 fibrils (*n* = 3). (**B**) Heat maps depicting relative expression of most enhanced genes specific to Aβ42 fibril treatment, common to both Aβ42 or Aβ40 fibril treatments and specific to Aβ40 fibril treatment, together with the corresponding expression in the other treatment groups.

**Figure 6:**
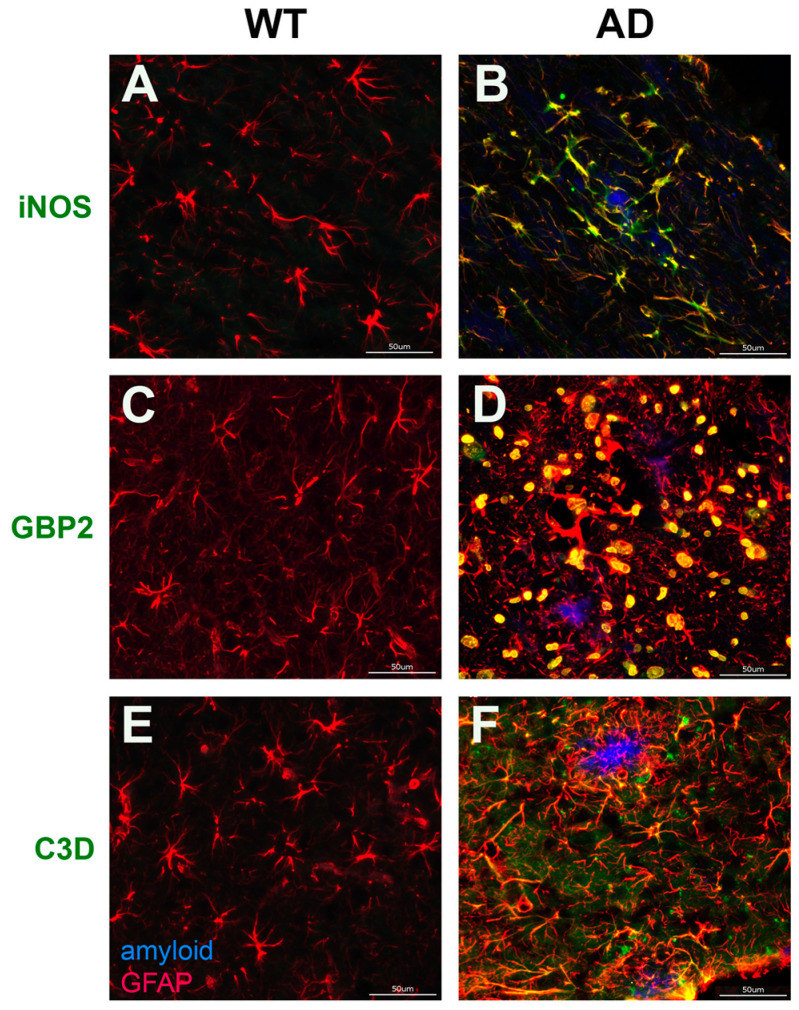
**Validation of Aβ42 fibril induced astrocyte genes by immunolabeling.** Increased immunolabeling for iNOS, GBP2, and C3D co-localized with astrocytes surrounding amyloid plaques. Brain sections from 15 M WT rats (**A**,**C**,**E**) and F344Tg-AD rats (**B**,**D**,**F**) were labeled with mAb66.1 to detect amyloid plaques (blue) and goat polyclonal antibody to GFAP for astrocytes (red), as well as rabbit polyclonal antibodies to iNOS, GBP2, and C3D (green). Scale bars = 50 µm.

**Figure 7:**
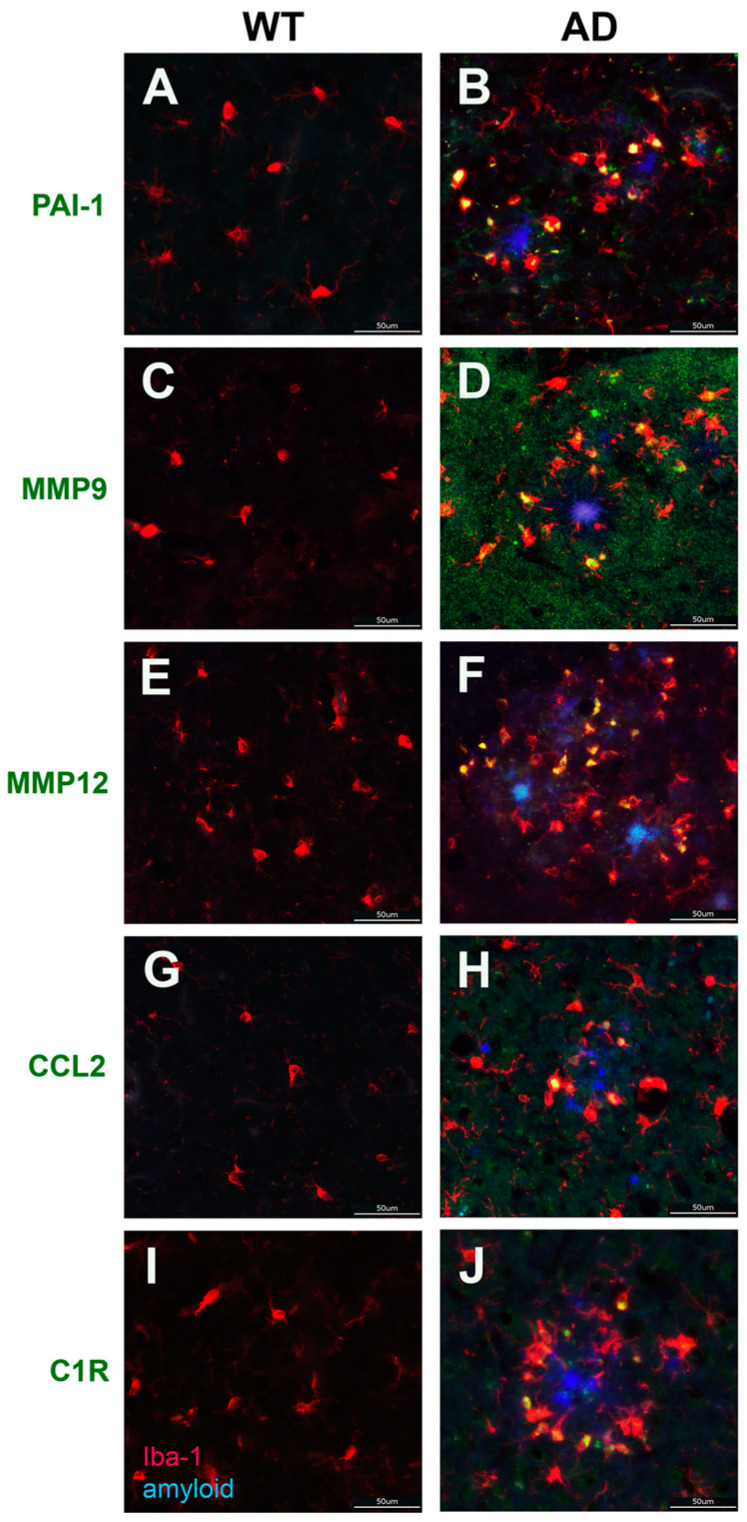
**Validation of Aβ42 fibril-induced microglia genes by immunolabeling.** Increased immunolabeling for PAI-1, MMP9, MMP12, CCL2, and C1R co-localized with microglia surrounding amyloid plaques. Brain sections from 15 M WT rats (**A**,**C**,**E**,**G**,**I**) and F344Tg-AD rats (**B**,**D**,**F**,**H**,**J**) were labeled with mAb66.1 to detect amyloid plaques (blue) and goat polyclonal antibody to Iba1 for microglia (red), as well as rabbit polyclonal antibodies to PAI-1, MMP9, MMP12, CCL2, and C1R (green). Scale bars = 50 µm.

**Figure 8:**
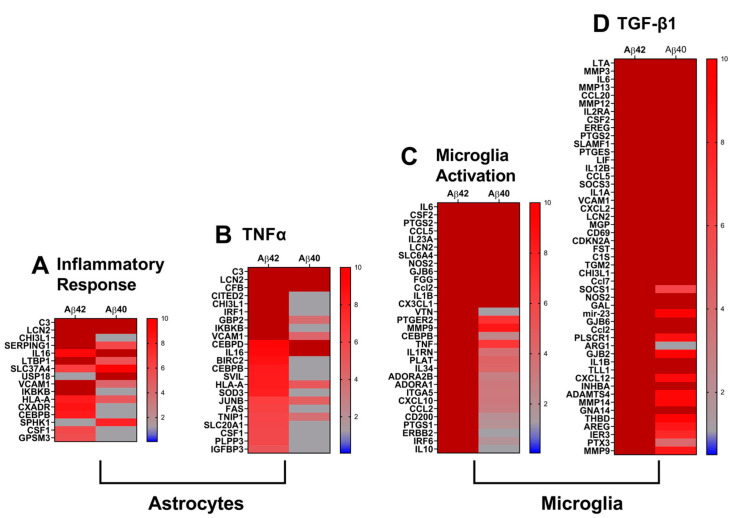
**IPA analysis of elevated signal pathways and involved genes.** Heat maps depict relative expression of genes in astrocytes associated with (**A**) inflammatory response; (**B**) TNFα, and of genes in microglia associated with (**C**) microglial activation and (**D**) TGF-β1. Red indicates significantly increased expression; blue, significantly decreased expression; grey, no significant change. Color intensity is relative to the degree of change.

**Figure 9:**
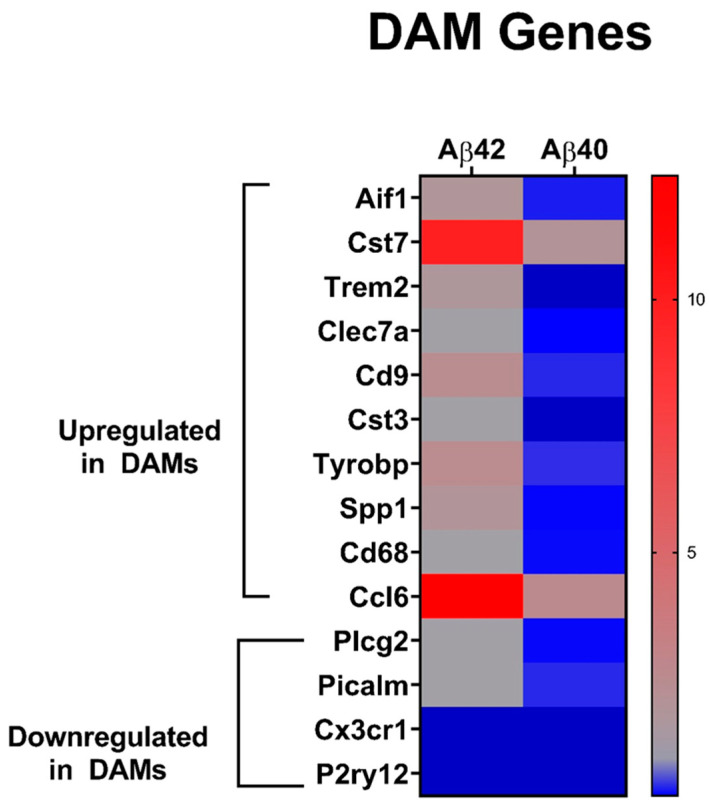
**Relative expression of DAM genes in Aβ42 and Aβ40 fibril-treated primary microglia.** Heat map depicting the relative expression (expression ratio compared to control microglia) of DAM-associated genes in Aβ42 and Aβ40 fibril-treated microglia. Red indicates significantly increased expression blue, significantly decreased expression; grey, no significant change. Color intensity is relative to the degree of change.

## Data Availability

Raw RNA sequencing data can be found in the NCBI GEO Datasets (https://www.ncbi.nlm.nih.gov/gds/), GEO submission ID# GSE211198.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10112982/s1, Figure S1: 2D ^13^C solid-state NMR spectra of mature Aβ40 and Aβ42 fibrils; Figure S2: Cell specific marker labeling of primary glial cultures; Figure S3: Aβ species immunolabeling of parenchymal plaques in rTgF344-AD rat brain; Table S1: The r values of a Pearson correlation between control (untreated cultures) and fibril treated cultures for astrocytes and microglia.

## References

[1] Borchelt D.R., Thinakaran G., Eckman C.B., Lee M.K., Davenport F., Ratovitsky T., Prada C.M., Kim G., Seekins S., Yager D. (1996). Familial Alzheimer’s Disease–Linked Presenilin 1 Variants Elevate Aβ1–42/1–40 Ratio In Vitro and In Vivo. Neuron.

[2] Kakuda N., Miyasaka T., Iwasaki N., Nirasawa T., Wada-Kakuda S., Takahashi-Fujigasaki J., Murayama S., Ihara Y., Ikegawa M. (2017). Distinct deposition of amyloid-β species in brains with Alzheimer’s disease pathology visualized with MALDI imaging mass spectrometry. Acta. Neuropathol. Commun..

[3] Iwatsubo T., Odaka A., Suzuki N., Mizusawa H., Nukina N., Ihara Y. (1994). Visualization of Aβ42(43) and Aβ40 in senile plaques with end-specific Aβ monoclonals: Evidence that an initially deposited species is Aβ42(43). Neuron.

[4] Attems J., Jellinger K., Thal D., Van Nostrand W. (2010). Review: Sporadic cerebral amyloid angiopathy. Neuropathol. Appl. Neurobiol..

[5] Rensink A.A., de Waal R.M., Kremer B., Verbeek M.M. (2003). Pathogenesis of cerebral amyloid angiopathy. Brain Res. Rev..

[6] Gatti L., Tinelli F., Scelzo E., Arioli F., Di Fede G., Obici L., Pantoni L., Giaccone G., Caroppo P., Parati E.A. (2020). Understanding the Pathophysiology of Cerebral Amyloid Angiopathy. Int. J. Mol. Sci..

[7] Arvanitakis Z., Leurgans S.E., Wang Z., Wilson R.S., Bennett D.A., Schneider J.A. (2010). Cerebral amyloid angiopathy pathology and cognitive domains in older persons. Ann. Neurol..

[8] Viswanathan A., Greenberg S.M. (2011). Cerebral amyloid angiopathy in the elderly. Ann. Neurol..

[9] Boyle P.A., Yu L., Nag S., Leurgans S., Wilson R.S., Bennett D.A., Schneider J.A. (2015). Cerebral amyloid angiopathy and cognitive outcomes in community-based older persons. Neurology.

[10] Glenner G.G., Wong C.W. (1984). Alzheimer’s disease: Initial report of the purification and characterization of a novel cerebrovascular amyloid protein. Biochem. Biophys. Res. Commun..

[11] Attems J., Jellinger K.A. (2003). Only cerebral capillary amyloid angiopathy correlates with Alzheimer pathology?a pilot study. Acta Neuropathol..

[12] Gravina S.A., Ho L., Eckman C.B., Long K.E., Otvos L., Younkin L.H., Suzuki N., Younkin S.G. (1995). Amyloid beta protein (A beta) in Alzheimer’s disease brain. Biochemical and immunocytochemical analysis with antibodies specific for forms ending at A beta 40 or A beta 42(43). J. Biol. Chem..

[13] Tarasoff-Conway J.M., Carare R.O., Osorio R.S., Glodzik L., Butler T., Fieremans E., Axel L., Rusinek H., Nicholson C., Zlokovic B.V. (2015). Clearance systems in the brain-implications for Alzheimer disease. Nat. Rev. Neurol..

[14] Nimmerjahn A., Kirchhoff F., Helmchen F. (2005). Resting microglial cells are highly dynamic surveillants of brain parenchyma in vivo. Science.

[15] Heneka M.T., Carson M.J., El Khoury J., Landreth G.E., Brosseron F., Feinstein D.L., Jacobs A.H., Wyss-Coray T., Vitorica J., Ransohoff R.M. (2015). Neuroinflammation in Alzheimer’s Disease. Lancet Neurol..

[16] Kinney J.W., BeMiller S.M., Murtishaw A.S., Leisgang A.M., Salazar A.M., Lamb B.T. (2018). Inflammation as a central mechanism in Alzheimer’s disease. Alzheimer’s Dementia Transl. Res. Clin. Interv..

[17] Eikelenboom P., Veerhuis R., Familian A., Hoozemans J.J.M., van Gool W.A., Rozemuller A.J.M. (2008). Neuroinflammation in plaque and vascular beta-amyloid disorders: Clinical and therapeutic implications. Neurodegener. Dis..

[18] Cho M.-H., Cho K., Kang H.-J., Jeon E.-Y., Kim H.-S., Kwon H.-J., Kim H.-M., Kim D.-H., Yoon S.-Y. (2014). Autophagy in microglia degrades extracellular β-amyloid fibrils and regulates the NLRP3 inflammasome. Autophagy.

[19] Pan X.D., Zhu Y.G., Lin N., Zhang J., Ye Q.Y., Huang H.P., Chen X.C. (2011). Microglial phagocytosis induced by fibrillar β-amyloid is attenuated by oligomeric β-amyloid: Implications for Alzheimer’s disease. Mol. Neurodegener..

[20] Carrano A., Hoozemans J.J., van der Vies S.M., van Horssen J., de Vries H.E., Rozemuller A.J. (2012). Neuroinflammation and Blood-Brain Barrier Changes in Capillary Amyloid Angiopathy. Neurodegener. Dis..

[21] Wu J.-J., Yao M., Ni J. (2021). Cerebral amyloid angiopathy-related inflammation: Current status and future implications. Chin. Med. J..

[22] Low A., Mak E., Malpetti M., Passamonti L., Nicastro N., Stefaniak J.D., Savulich G., Chouliaras L., Su L., Rowe J. (2020). In vivo neuroinflammation and cerebral small vessel disease in mild cognitive impairment and Alzheimer’s disease. J. Neurol. Neurosurg. Psychiatry.

[23] Zhu X., Hatfield J., Sullivan J.K., Xu F., Van Nostrand W.E. (2020). Robust neuroinflammation and perivascular pathology in rTg-DI rats, a novel model of microvascular cerebral amyloid angiopathy. J. Neuroinflamm..

[24] Thal D., Ghebremedhin E., Rüb U., Yamaguchi H., Del Tredici K., Braak H. (2002). Two Types of Sporadic Cerebral Amyloid Angiopathy. J. Neuropathol. Exp. Neurol..

[25] Taylor X., Cisternas P., You Y., You Y., Xiang S., Marambio Y., Zhang J., Vidal R., Lasagna-Reeves C.A. (2020). A1 reactive astrocytes and a loss of TREM2 are associated with an early stage of pathology in a mouse model of cerebral amyloid angiopathy. J. Neuroinflamm..

[26] Heneka M.T., Kummer M., Latz E. (2014). Innate immune activation in neurodegenerative disease. Nat. Rev. Immunol..

[27] Leng F., Edison P. (2021). Neuroinflammation and microglial activation in Alzheimer disease: Where do we go from here?. Nat. Rev. Neurol..

[28] Christopherson K.S., Ullian E.M., Stokes C.C.A., Mullowney C.E., Hell J.W., Agah A., Lawler J., Mosher D.F., Bornstein P., Barres B.A. (2005). Thrombospondins Are Astrocyte-Secreted Proteins that Promote CNS Synaptogenesis. Cell.

[29] Kucukdereli H., Allen N.J., Lee A.T., Feng A., Ozlu M.I., Conatser L.M., Chakraborty C., Workman G., Weaver M., Sage E.H. (2011). Control of excitatory CNS synaptogenesis by astrocyte-secreted proteins Hevin and SPARC. Proc. Natl. Acad. Sci. USA.

[30] Allen N.J., Bennett M.L., Foo L.C., Wang G.X., Chakraborty C., Smith S.J., Barres B.A. (2012). Astrocyte glypicans 4 and 6 promote formation of excitatory synapses via GluA1 AMPA receptors. Nature.

[31] Chung W.-S., Clarke L.E., Wang G.X., Stafford B.K., Sher A., Chakraborty C., Joung J., Foo L.C., Thompson A., Chen C. (2013). Astrocytes mediate synapse elimination through MEGF10 and MERTK pathways. Nature.

[32] Banker G.A. (1980). Trophic Interactions Between Astroglial Cells and Hippocampal Neurons in Culture. Science.

[33] Zhu W.M., Neuhaus A., Beard D.J., Sutherland B.A., DeLuca G.C. (2022). Neurovascular coupling mechanisms in health and neurovascular uncoupling in Alzheimer’s disease. Brain.

[34] Virtuoso A., Colangelo A.M., Maggio N., Fennig U., Weinberg N., Papa M., De Luca C. (2021). The Spatiotemporal Coupling: Regional Energy Failure and Aberrant Proteins in Neurodegenerative Diseases. Int. J. Mol. Sci..

[35] De Luca C., Virtuoso A., Maggio N., Izzo S., Papa M., Colangelo A.M. (2020). Roadmap for Stroke: Challenging the Role of the Neuronal Extracellular Matrix. Int. J. Mol. Sci..

[36] Lennol M.P., Canelles S., Guerra-Cantera S., Argente J., García-Segura L.M., de Ceballos M.L., Chowen J.A., Frago L.M. (2021). Amyloid-β1-40 differentially stimulates proliferation, activation of oxidative stress and inflammatory responses in male and female hippocampal astrocyte cultures. Mech. Ageing Dev..

[37] Söllvander S., Nikitidou E., Brolin R., Söderberg L., Sehlin D., Lannfelt L., Erlandsson A. (2016). Accumulation of amyloid-β by astrocytes result in enlarged endosomes and microvesicle-induced apoptosis of neurons. Mol. Neurodegener..

[38] MacVicar B., Newman E.A. (2015). Astrocyte Regulation of Blood Flow in the Brain. Cold Spring Harb. Perspect. Biol..

[39] Davalos D., Grutzendler J., Yang G., Kim J.V., Zuo Y., Jung S., Littman D.R., Dustin M.L., Gan W.-B. (2005). ATP mediates rapid microglial response to local brain injury in vivo. Nat. Neurosci..

[40] Koenigsknecht-Talboo J., Landreth G.E. (2005). Microglial phagocytosis induced by fibrillar beta-amyloid and IgGs are differentially regulated by proinflammatory cytokines. J. Neurosci..

[41] Muzio L., Viotti A., Martino G. (2021). Microglia in Neuroinflammation and Neurodegeneration: From Understanding to Therapy. Front. Neurosci..

[42] Pekny M., Wilhelmsson U., Pekna M. (2014). The dual role of astrocyte activation and reactive gliosis. Neurosci. Lett..

[43] Blake C., Serpell L. (1996). Synchrotron X-ray studies suggest that the core of the transthyretin amyloid fibril is a continuous beta-sheet helix. Structure.

[44] Sunde M., Blake C. (1997). The structure of amyloid fibrils by electron microscopy and X-ray diffraction. Adv. Protein Chem..

[45] Riek R., Eisenberg D.S. (2016). The activities of amyloids from a structural perspective. Nature.

[46] Fändrich M., Meinhardt J., Grigorieff N. (2009). Structural polymorphism of Alzheimer Aβ and other amyloid fibrils. Prion.

[47] Lu J.X., Qiang W., Yau W.M., Schwieters C.D., Meredith S.C., Tycko R. (2013). Molecular structure of β-amyloid fibrils in Alzheimer’s disease brain tissue. Cell.

[48] Lopez del Amo J.M., Schmidt M., Fink U., Dasari M., Fändrich M., Reif B. (2012). An asymmetric dimer as the basic subunit in Alzheimer’s disease amyloid β fibrils. Angew. Chem. Int. Ed. Engl..

[49] Paravastu A.K., Leapman R.D., Yau W.M., Tycko R. (2008). Molecular structural basis for polymorphism in Alzheimer’s beta-amyloid fibrils. Proc. Natl. Acad. Sci. USA.

[50] McDonald D.R., Brunden K.R., Landreth G.E. (1997). Amyloid Fibrils Activate Tyrosine Kinase-Dependent Signaling and Superoxide Production in Microglia. J. Neurosci..

[51] El Khoury J., Hickman S.E., Thomas C.A., Cao L., Silverstein S.C., Loike J.D. (1996). Scavenger receptor-mediated adhesion of microglia to beta-amyloid fibrils. Nature..

[52] Paradisi S., Sacchetti B., Balduzzi M., Gaudi S., Malchiodi-Albedi F. (2004). Astrocyte modulation of in vitro beta-amyloid neurotoxicity. Glia.

[53] Petkova A.T., Leapman R.D., Guo Z., Yau W.M., Mattson M.P., Tycko R. (2005). Self-propagating, molecular-level polymorphism in Alzheimer’s beta-amyloid fibrils. Science.

[54] Takegoshi K., Nakamura S., Terao T. (2001). 13C–1H dipolar-assisted rotational resonance in magic-angle spinning NMR. Chem. Phys. Letters..

[55] Cohen R.M., Rezai-Zadeh K., Weitz T.M., Rentsendorj A., Gate D., Spivak I., Bholat Y., Vasilevko V., Glabe C.G., Breunig J. (2013). A Transgenic Alzheimer Rat with Plaques, Tau Pathology, Behavioral Impairment, Oligomeric A, and Frank Neuronal Loss. J. Neurosci..

[56] Tamashiro T.T., Dalgard C.L., Byrnes K.R. (2012). Primary Microglia Isolation from Mixed Glial Cell Cultures of Neonatal Rat Brain Tissue. J. Vis. Exp..

[57] Irizarry B.A., Davis J., Zhu X., Boon B.D., Rozemuller A.J., Van Nostrand W.E., Smith S.O. (2021). Human cerebral vascular amyloid contains both antiparallel and parallel in-register Aβ40 fibrils. J. Biol. Chem..

[58] Xiao Y., Ma B., McElheny D., Parthasarathy S., Long F., Hoshi M., Nussinov R., Ishii Y. (2015). Aβ(1–42) fibril structure illuminates self-recognition and replication of amyloid in Alzheimer’s disease. Nat. Struct. Mol. Biol..

[59] Colvin M.T., Silvers R., Ni Q.Z., Can T.V., Sergeyev I., Rosay M., Donovan K.J., Michael B., Wall J., Linse S. (2016). Atomic Resolution Structure of Monomorphic Aβ42 Amyloid Fibrils. J. Am. Chem. Soc..

[60] Colvin M.T., Silvers R., Frohm B., Su Y., Linse S., Griffin R.G. (2015). High Resolution Structural Characterization of Aβ_42_ Amyloid Fibrils by Magic Angle Spinning NMR. J. Am. Chem. Soc..

[61] Yang Y., Arseni D., Zhang W., Huang M., Lövestam S., Schweighauser M., Kotecha A., Murzin A.G., Peak-Chew S.Y., Macdonald J. (2022). Cryo-EM structures of amyloid-β 42 filaments from human brains. Science.

[62] Tomita M., Holman B.J., Santoro C.P., Santoro T.J. (2005). Astrocyte production of the chemokine macrophage inflammatory protein-2 is inhibited by the spice principle curcumin at the level of gene transcription. J. Neuroinflamm..

[63] Van Neerven S., Regen T., Wolf D., Nemes A., Johann S., Beyer C., Hanisch U.K., Mey J. (2010). Inflammatory chemokine release of astrocytes in vitro is reduced by all-trans retinoic acid. J. Neurochem..

[64] Reid J.K., Kuipers H.F. (2021). She Doesn’t Even Go Here: The Role of Inflammatory Astrocytes in CNS Disorders. Front. Cell. Neurosci..

[65] Ugalde C.L., Lewis V., Stehmann C., McLean C.A., Lawson V.A., Collins S.J., Hill A.F. (2020). Markers of A1 astrocytes stratify to molecular sub-types in sporadic Creutzfeldt–Jakob disease brain. Brain Commun..

[66] Liddelow S.A., Barres B.A. (2017). Reactive Astrocytes: Production, Function, and Therapeutic Potential. Immunity.

[67] Li D.-Y., Gao S.-J., Sun J., Zhang L.-Q., Wu J.-Y., Song F.-H., Liu D.-Q., Zhou Y.-Q., Mei W. (2022). Notch signaling activation contributes to paclitaxel-induced neuropathic pain via activation of A1 astrocytes. Eur. J. Pharmacol..

[68] Bi F., Huang C., Tong J., Qiu G., Huang B., Wu Q., Li F., Xu Z., Bowser R., Xia X.-G. (2013). Reactive astrocytes secrete lcn2 to promote neuron death. Proc. Natl. Acad. Sci. USA.

[69] Moruno-Manchon J.F., Uzor N.-E., Ambati C.R., Shetty V., Putluri N., Jagannath C., McCullough L.D., Tsvetkov A.S. (2018). Sphingosine kinase 1-associated autophagy differs between neurons and astrocytes. Cell Death Dis..

[70] Sevenich L. (2018). Brain-Resident Microglia and Blood-Borne Macrophages Orchestrate Central Nervous System Inflammation in Neurodegenerative Disorders and Brain Cancer. Front. Immunol..

[71] Ruffell D., Mourkioti F., Gambardella A., Kirstetter P., Lopez R.G., Rosenthal N., Nerlov C. (2009). A CREB-C/EBPβ cascade induces M2 macrophage-specific gene expression and promotes muscle injury repair. Proc. Natl. Acad. Sci. USA.

[72] Yang Z., Ming X.F. (2014). Functions of Arginase Isoforms in Macrophage Inflammatory Responses: Impact on Cardiovascular Diseases and Metabolic Disorders. Front Immunol..

[73] Smith J.A., Das A., Ray S.K., Banik N.L. (2012). Role of pro-inflammatory cytokines released from microglia in neurodegenerative diseases. Brain Res. Bull..

[74] Lively S., Schlichter L.C. (2018). Microglia Responses to Pro-inflammatory Stimuli (LPS, IFNγ+TNFα) and Reprogramming by Resolving Cytokines (IL-4, IL-10). Front. Cell. Neurosci..

[75] Könnecke H., Bechmann I. (2013). The Role of Microglia and Matrix Metalloproteinases Involvement in Neuroinflammation and Gliomas. Clin. Dev. Immunol..

[76] Serdar M., Kempe K., Herrmann R., Picard D., Remke M., Herz J., Bendix I., Felderhoff-Müser U., Sabir H. (2020). Involvement of CXCL1/CXCR2 During Microglia Activation Following Inflammation-Sensitized Hypoxic-Ischemic Brain Injury in Neonatal Rats. Front. Neurol..

[77] Jeon H., Kim J.-H., Kim J.-H., Lee W.-H., Lee M.-S., Suk K. (2012). Plasminogen activator inhibitor type 1 regulates microglial motility and phagocytic activity. J. Neuroinflamm..

[78] Tenner A.J. (2020). Complement-Mediated Events in Alzheimer’s Disease: Mechanisms and Potential Therapeutic Targets. J. Immunol..

[79] Krämer A., Green J., Pollard J., Tugendreich S. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics.

[80] Zhou X., Spittau B., Krieglstein K. (2012). TGFβ signalling plays an important role in IL4-induced alternative activation of microglia. J. Neuroinflamm..

[81] Taylor R.A., Chang C.-F., Goods B.A., Hammond M.D., Mac Grory B., Ai Y., Steinschneider A.F., Renfroe S.C., Askenase M.H., McCullough L.D. (2016). TGF-β1 modulates microglial phenotype and promotes recovery after intracerebral hemorrhage. J. Clin. Investig..

[82] Deczkowska A., Keren-Shaul H., Weiner A., Colonna M., Schwartz M., Amit I. (2018). Disease-Associated Microglia: A Universal Immune Sensor of Neurodegeneration. Cell.

[83] Keren-Shaul H., Spinrad A., Weiner A., Matcovitch-Natan O., Dvir-Szternfeld R., Ulland T.K., David E., Baruch K., Lara-Astaiso D., Toth B. (2017). A Unique Microglia Type Associated with Restricting Development of Alzheimer’s Disease. Cell.

[84] Wang H. (2021). Microglia Heterogeneity in Alzheimer’s Disease: Insights From Single-Cell Technologies. Front. Synaptic Neurosci..

[85] Mendiola A.S., Tognatta R., Yan Z., Akassoglou K. (2021). ApoE and immunity in Alzheimer’s disease and related tauopathies: Low-density lipoprotein receptor to the rescue. Neuron.

[86] Yang H.S., Onos K.D., Choi K., Keezer K.J., Skelly D.A., Carter G.W., Howell G.R. (2021). Natural genetic variation determines microglia heterogeneity in wild-derived mouse models of Alzheimer’s disease. Cell Rep..

[87] Calsolaro V., Edison P. (2016). Neuroinflammation in Alzheimer’s disease: Current evidence and future directions. Alzheimer’s Dement..

[88] Obulesu M., Lakshmi M.J. (2013). Neuroinflammation in Alzheimer’s disease: An understanding of physiology and pathology. Int. J. Neurosci..

[89] Rajpoot J., Crooks E.J., Irizarry B.A., Amundson A., Van Nostrand W.E., Smith S.O. (2022). Insights into Cerebral Amyloid Angiopathy Type 1 and Type 2 from Comparisons of the Fibrillar Assembly and Stability of the Aβ40-Iowa and Aβ40-Dutch Peptides. Biochemistry.

[90] Hoozemans J., Veerhuis R., Rozemuller J., Eikelenboom P. (2005). Neuroinflammation and regeneration in the early stages of Alzheimer’s disease pathology. Int. J. Dev. Neurosci..

[91] Frenkel D., Wilkinson K., Zhao L., Hickman S.E., Means T.K., Puckett L., Farfara D., Kingery N.D., Weiner H.L., El Khoury J. (2013). Scara1 deficiency impairs clearance of soluble amyloid-β by mononuclear phagocytes and accelerates Alzheimer’s-like disease progression. Nat. Commun..

[92] Jimenez S., Baglietto-Vargas D., Caballero C., Moreno-Gonzalez I., Torres M., Sanchez-Varo R., Ruano D., Vizuete M., Gutierrez A., Vitorica J. (2008). Inflammatory Response in the Hippocampus of PS1M146L/APP751SL Mouse Model of Alzheimer’s Disease: Age-Dependent Switch in the Microglial Phenotype from Alternative to Classic. J. Neurosci..

[93] Wan Y., Xu J., Meng F., Bao Y., Ge Y., Lobo N., Vizcaychipi M.P., Zhang D., Gentleman S.M., Maze M. (2010). Cognitive decline following major surgery is associated with gliosis, β-amyloid accumulation, and τ phosphorylation in old mice. Crit. Care Med..

[94] Tarkowski E., Andreasen N., Blennow K. (2003). Intrathecal inflammation precedes development of Alzheimer’s disease. J. Neurol. Neurosurg. Psychiatry.

[95] McGeer E.G., McGeer P.L. (1997). The role of the immune system in neurodegenerative disorders. Mov. Disord..

[96] Disabato D.J., Quan N., Godbout J.P. (2016). Neuroinflammation: The devil is in the details. J. Neurochem..

[97] Liddelow S.A., Guttenplan K.A., Clarke L.E., Bennett F.C., Bohlen C.J., Schirmer L., Bennett M.L., Münch A.E., Chung W.-S., Peterson T.C. (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature.

[98] Zamanian J.L., Xu L., Foo L.C., Nouri N., Zhou L., Giffard R.G., Barres B.A. (2012). Genomic Analysis of Reactive Astrogliosis. J. Neurosci..

[99] Clarke L.E., Liddelow S.A., Chakraborty C., Münch A.E., Heiman M., Barres B.A. (2018). Normal aging induces A1-like astrocyte reactivity. Proc. Natl. Acad. Sci. USA.

[100] Vismara I., Papa S., Veneruso V., Mauri E., Mariani A., De Paola M., Affatato R., Rossetti A., Sponchioni M., Moscatelli D. (2019). Selective Modulation of A1 Astrocytes by Drug-Loaded Nano-Structured Gel in Spinal Cord Injury. ACS Nano.

[101] Moynagh P.N. (2005). The interleukin-1 signalling pathway in astrocytes: A key contributor to inflammation in the brain. J. Anat..

[102] Chang R., Yee K.L., Sumbria R.K. (2017). Tumor necrosis factor α Inhibition for Alzheimer’s Disease. J. Cent. Nerv. Syst. Dis..

[103] Pannasch U., Rouach N. (2013). Emerging role for astroglial networks in information processing: From synapse to behavior. Trends Neurosci..

[104] Sarkar S., Biswas S.C. (2021). Astrocyte subtype-specific approach to Alzheimer’s disease treatment. Neurochem. Int..

[105] Munder M. (2009). Arginase: An emerging key player in the mammalian immune system. J. Cereb. Blood Flow Metab..

[106] Munder M., Eichmann K., Morán J.M., Centeno F., Soler G., Modolell M. (1999). Th1/Th2-regulated expression of arginase isoforms in murine macrophages and dendritic cells. J. Immunol..

[107] Wang Y., Yan K., Lin J., Li J., Bi J. (2021). Macrophage M2 Co-expression Factors Correlate With the Immune Microenvironment and Predict Outcome of Renal Clear Cell Carcinoma. Front. Genet..

[108] Singh N., Benoit M.R., Zhou J., Das B., Davila-Velderrain J., Kellis M., Tsai L.-H., Hu X., Yan R. (2022). BACE-1 inhibition facilitates the transition from homeostatic microglia to DAM-1. Sci. Adv..

[109] Safaiyan S., Besson-Girard S., Kaya T., Cantuti-Castelvetri L., Liu L., Ji H., Schifferer M., Gouna G., Usifo F., Kannaiyan N. (2021). White matter aging drives microglial diversity. Neuron.

How the deposited data were processed for this re-analysis (not part of the article)

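RNA of primary rat astrocytes and microglia was sequenced in 18 libraries, with 3 replicates each of untreated cells, cells treated with Aβ42 fibrils and cells treated with Aβ40 fibrils at 25 µM for 24 h. The authors aligned the reads and deposited 1 table of counts for each library, in which each gene has the number of reads counted on it, as whole numbers that are not normalized. The tables also hold the reads on no gene and the reads that could belong to more than 1 gene, and these were used only for the share of reads not on genes, 26.0% to 34.2% in astrocytes and 21.7% to 24.5% in microglia. The astrocyte tables list 17307 gene symbols and the microglia tables 17327, of which 16704 are the same and 603 and 623 occur in only 1 of the cell types. Of the symbols, 15238 in astrocytes and 14811 in microglia match a current rat gene table, which was used for names alone. Coordinates were not used, since the authors aligned to an older assembly. The symbols Mir23, Cd109, Siglech and Ifi44l of the lists below are not among the symbols of the tables and were left out.

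The counts on genes of a library ranged over 5.18 times in astrocytes and 9.80 times in microglia. A gene with all libraries of a group at or under 3 counts was taken as at the detection limit, and a fold against such a group is given as a lower bound. The tests were run with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Within each cell type the counts were scaled by TMM, genes were filtered by filterByExpr, and the 9 libraries were fitted together by glmQLFit without covariates. The comparisons were Aβ42 with control, Aβ40 with control and Aβ42 with Aβ40, each by glmQLFTest with Benjamini-Hochberg adjustment over all tested genes. Up-regulated and down-regulated genes have a fold change of 5 or more and an adjusted p-value under 0.05, and genes that differ between the fibrils have an adjusted p-value under 0.05 at any fold. The fold changes are fitted values and the means are scaled CPM with the SD of 3 libraries. A difference between the cell types was tested as the interaction of cell type and treatment in a fit of all 18 libraries, on the 11581 genes that passed the filter.

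Gene lists were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry. The genes of Figures 2, 4B, 5B, 8 and 9 were taken as lists from the paper. Lists of A1, A2 and common reactive astrocyte genes, homeostatic microglia, interferon response, cell cycle and cholesterol synthesis were written before the data were examined, and were adjusted together over 30 tests. Marker lists of microglia, astrocytes, fibroblasts and the oligodendrocyte lineage served to look for RNA of other cells. Single genes are named by a rule set at the same time. It takes every gene that the results text names from the RNA sequencing, list members that go against the direction shown in the paper or are the highest or lowest of their list, and in each comparison the 3 genes in each direction with the smallest p-value among those with an adjusted p-value under 0.05, a change of 2-fold or more and no overlap between the libraries of the groups. Some of the genes that this rule takes are not reported here.

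The procedure was tested on simulated data with 200 genes changed by 8-fold, of which 99.5% were called in astrocytes and 100% in microglia, with 0 unchanged genes called. Genes whose control level gives fewer than 10 counts in the smallest library were not simulated, so the check does not reach genes near the detection limit. Since both fibril comparisons share the control libraries, simulated libraries without a treatment effect were fitted in the same way 20 times, and their values are given beside the shared genes and the correlations. The alternatives were DESeq2 size factors, library totals and no scaling in place of TMM, DESeq2's Wald test, no filter and a filter of 10 counts in every library, unadjusted p-values, a threshold of 2-fold, the rule stated in the paper with and without scaling, a fit of the 2 compared groups alone, the replicate number as a block, and leaving out each replicate in turn. For correlations they were log2 values, ranks and leaving out the 10 genes with the most counts. For marker shares they were the mean count per marker and leaving out each control replicate. An alternative with microglia Aβ42 replicate 1 multiplied by a whole number, and leaving out replicates in the comparison of cell types, were added after the data were seen. IPA, immunolabeling and reads were not analysed here.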

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

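All the tests of this part were chosen before their results were seen, apart from those on the 12 microglial marker genes of the astrocyte cultures and those with simulated libraries.

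The response to Aβ42 fibrils differed between astrocytes and microglia for 4314 of 11581 genes at an adjusted p-value under 0.05, and that to Aβ40 fibrils for 3768, a difference between groups in the test of the interaction itself. With Aβ42 fibrils, 2078 of these genes were more positive in astrocytes and 2236 in microglia, 2827 differed by 2-fold or more and 738 changed significantly in opposite directions. With Aβ40 fibrils these numbers were 1911, 1857, 2479 and 608. Across genes the log2 fold changes of the cell types had an r of 0.48 and 0.47, and genes are not independent replicates. When cell type was reassigned within each treatment, 3 of the 100 splits of the 12 libraries gave as many genes for Aβ42 and 4 of the 100 splits for Aβ40 fibrils, the real split included. These splits decide nothing, since most of them put libraries of both cell types in 1 group, which raises the spread, and those with the most genes reached 8133 and 8583 against 3664 and 3562 for the real one. An accidental grouping and a real difference cannot be told apart by them. Depth as the whole cause is argued against by libraries thinned to the smallest total, in which 2960 and 2791 genes were left, and the fall from 4314 and 3768 leaves it open for the rest. Genes close to the detection limit in 1 cell type are argued against as the whole cause, since 74.8% and 77.3% of the genes had 10 counts or more in each of the 12 libraries. The cell types were also grown and handled as separate cultures, and any difference between those preparations cannot be told from one between the cell types in this design. A different response of astrocytes and microglia to the fibrils therefore stays open beside it, as a hypothesis.

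The paper counts up-regulated genes and reports on lower expression for Sphk1 and the DAM genes, and the down-regulated genes outside those it discusses were a signal in data it did not analyse. In astrocytes, 379 genes were down-regulated 5-fold or more with Aβ42 fibrils and 304 with Aβ40 fibrils, 267 of them with both. In the treated libraries 44 and 35 of these genes were at the detection limit, and 39 and 35 of those were still 5-fold lower against it. Of the genes changed 5-fold or more in fits of 2 groups, 1 of the 10 splits of the 6 libraries gave as many as the real 717 for Aβ42 and 1 of the 10 splits for Aβ40 fibrils (636), the real split itself, and the other splits gave 0. With 10 splits an accidental grouping cannot be told apart by the splits alone. Random variation between independent libraries is argued against, since libraries simulated without a treatment effect gave a mean of 0.1 genes at any fold for Aβ42 and 0.1 for Aβ40 fibrils over 20 draws. A few abundant genes are argued against, since 378 and 302 genes were left without the 100 genes with the most counts. Fewer microglia in the treated astrocyte cultures are argued against as the cause of the whole set. Only 38.4% of the down-regulated genes with Aβ42 fibrils were more abundant in control microglia than in control astrocytes, against 48.8% of other genes. With Aβ40 fibrils the share was 51.4% against 48.4%. It lay slightly above that of other genes, so this comparison does not argue against the loss there. In addition, 29.0% and 23.3% were 10-fold or more lower in microglia, against 6.63% and 6.93% of other genes, so that loss of microglia could not lower them. For part of the set the loss stays open. By marker counts the control astrocyte cultures held a median share of 4.98% of microglial RNA (1.45% to 15.3% over the marker genes), and a loss of that share could account for 22.2% and 32.4% of the down-regulated genes. The 12 microglial marker genes, 4 of which come from Figure 2, were lower by a median log2 of -3.10 with Aβ42 and -3.28 with Aβ40 fibrils. After the response of the microglia cultures was subtracted, medians of -2.27 (10 of 12 lower, from -3.16 for C1qb to 1.87 for Ctss) and -2.69 (11 of 12 lower, from -4.18 for C1qb to 1.58 for Ctss) were left. For these 12 genes, fewer microglia and a different response of microglia among astrocytes cannot be told apart, because the cells were not counted in these libraries. A response of the astrocytes themselves stays open for the other genes.

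In microglia, 278 genes were down-regulated 5-fold or more with Aβ42 fibrils and 268 with Aβ40 fibrils, with 228 genes in common. Apart from P2ry12 and Cx3cr1, which are DAM genes it discusses, these too were a signal in data the paper did not analyse. Among 5-fold changes in fits of 2 groups, 1 of the 10 splits of the 6 libraries reached the real 695 for Aβ42 and 1 of the 10 splits the real 593 for Aβ40 fibrils, again the real split itself, with 0 in the others, so an accidental grouping cannot be told apart by the splits alone. Random variation between independent libraries is argued against, since simulated libraries without a treatment effect gave a mean of 0 genes for Aβ42 and 0.2 for Aβ40 fibrils over 20 draws. Without the 100 genes with the most counts 273 and 262 genes were left, which argues against a few abundant genes. Of the 278 and 268 genes, 9 and 54 were at the detection limit in the treated libraries, and 8 and 30 of these were still 5-fold lower against that limit. A biological response stays open here, as does the death of some of the cells, which was not tested.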

How the results depend on the processing

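The only tests of this part chosen after the result was seen are the multiplication of microglia Aβ42 replicate 1 and the fits of the difference between cell types without single libraries.

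The marker shares, the 4314 and 3768 genes whose response differs between the cell types (3723 to 5444 and 3196 to 4126 across the fits that each left out 1 library), and the numbers of up-regulated and down-regulated genes under DESeq2 size factors, library totals and DESeq2's Wald test stayed within 1.5 times or the spread of their values. Among 100 results for named genes, 62 kept their direction and call under the alternatives run on them, and among 30 list tests 13 did. Not scaling, which shifts the median of all genes, gave 24 changes of sign in these results. The fits that each left out 1 library gave 12, and the replicate number as a block gave 1. The rule of the paper and the 2-fold threshold were not run on single genes and lists, and the filter of 10 counts in every library gave a value for 65 of the named-gene results and was not run on lists. The cause of the changes below was not tested, except where fewer genes or libraries or a changed threshold make it plain.

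No scaling moved the median of all genes to 0.58 and 0.98 log2 against control with Aβ42 and Aβ40 fibrils in astrocytes and to 1.09 and -0.90 in microglia, and to -0.40 and 2.01 between the fibrils. The share of higher genes among those at an adjusted p-value under 0.05 went from 44.7% to 73.4% (Aβ42) and from 44.7% to 85.0% (Aβ40) in astrocytes, from 50.4% to 86.8% and from 47.8% to 30.1% in microglia, and from 55.6% to 100% between the fibrils in microglia. Without scaling, down-regulated genes in astrocytes numbered 190 (Aβ42) and 117 (Aβ40), up-regulated genes with Aβ40 fibrils 628, shared genes 487, and genes that differ between the fibrils 0, with 737 at an unadjusted p-value under 0.05 in the scaled counts. In microglia, 722 (Aβ42) and 153 (Aβ40) genes were up-regulated, 110 down-regulated with Aβ42 fibrils, 153 shared and 5815 differed between the fibrils. Of the DAM up-regulated genes, 1 was higher and 0 lower with Aβ42 fibrils and 0 higher and 0 lower with Aβ40 fibrils, and 2 of the DAM down-regulated genes were lower with each. The median differences of Figures 8A, 8B and 8C turned to -0.27, -0.41 and 2.01. Differences between the fibrils changed sign for Cxcl12 (-0.34), Gbp2 (-0.28), Lcn2 (-0.068) and Serping1 (-0.17) in astrocytes. In microglia they changed sign for C1r (1.85), Ccl2 (1.51), Ccl22 (0.62), Cxcl1 (1.57), Fam110c (1.73), Hdac9 (0.47), Il1b (1.88), Klf12 (0.35), Mmp9 (1.75), Nos2 (0.77) and Tnf (1.66), and Trem2 turned to 0.32 with Aβ42 fibrils against control. Between the fibrils the lists of A1 (-0.38), A2 (-0.19), common reactive (-0.33), interferon (-0.34) and cholesterol (-0.15) genes in astrocytes and of homeostatic (1.79), interferon (1.96) and cell cycle (1.77) genes in microglia also changed sign.

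Requiring 10 counts in every library tests fewer genes. In astrocytes it gave 151 (Aβ42) and 135 (Aβ40) up-regulated, 164 and 123 down-regulated, 130 shared and 6 differing genes. In microglia it gave 178 and 160 up-regulated, 126 and 121 down-regulated and 144 shared genes, and 2 of the DAM down-regulated genes lower with each fibril. Depth limits these counts, since genes low in 1 group are lost first. No filter gave 619 genes up-regulated with Aβ42 fibrils in microglia and a Figure 8C median of 0.057.

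The rule of the paper on unscaled counts gave 564 (Aβ42) and 707 (Aβ40) up-regulated, 53 and 29 down-regulated and 502 shared genes in astrocytes. In microglia it gave 60 up-regulated and 173 down-regulated genes with Aβ42, 745 down-regulated with Aβ40 fibrils and 21 shared genes. Of the DAM up-regulated genes, 0 were higher and 0 lower with Aβ42 and 1 higher with Aβ40 fibrils, and 2 of the DAM down-regulated genes were lower with Aβ42 fibrils. With microglia Aβ42 replicate 1 multiplied, which was chosen after seeing the data, it gave 2003 up-regulated and 141 down-regulated genes with Aβ42 fibrils, 745 down-regulated with Aβ40 fibrils, 6 DAM up-regulated genes higher and 0 lower and 2 DAM down-regulated genes lower with Aβ42, and 1 DAM up-regulated gene higher with Aβ40 fibrils.

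At 2-fold, 935 (Aβ42) and 862 (Aβ40) genes were up-regulated, 1381 and 1214 down-regulated and 806 shared in astrocytes, and 1230 and 970, 1076 and 935, and 808 in microglia. At an unadjusted p-value under 0.05, 737 genes differed between the fibrils in astrocytes and 4329 in microglia. At an adjusted p-value under 0.05, where the main fit gave 10 and 2198, fits of the 2 groups alone gave 265 and 106, and DESeq2's Wald test gave 141 in astrocytes. The estimated correlation left 15 of the list tests at an adjusted p-value under 0.05. Correlations of fibril-treated with control libraries were 0.94 on the log2 scale and 0.94 by ranks in both cell types and 0.80 without the 10 genes with the most counts in astrocytes, and those between the fibrils were 0.995 and 0.983 on the log2 scale.

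Replicate numbers do not pair the libraries, since the correlations of residuals with the same number ran from -0.526 to 0.358 in astrocytes (2 of 9 above 0.1) and from -0.194 to 0.217 in microglia (1 of 9). With the number as a block, 0 genes differed between the fibrils in astrocytes, with 737 at an unadjusted p-value under 0.05 without the block, and 752 in microglia. The Figure 8C median was 0.028, and Fam110c between the fibrils 0.23.

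Across the fits that each left out 1 library, the genes that differ between the fibrils numbered from 0 (without Aβ42 replicate 2) to 4 (without Aβ42 replicate 1) in astrocytes and from 99 (without Aβ42 replicate 3) to 6004 (without Aβ42 replicate 1) in microglia. The medians ranged from 0.10 (without Aβ42 replicate 2) to 0.14 (without Aβ42 replicate 3) for Figure 8A, from -0.035 (without Aβ42 replicate 2) to 0.094 (without Aβ42 replicate 3) for Figure 8B, from -0.022 (without Aβ40 replicate 3) to 0.061 (without Aβ40 replicate 1) for Figure 8C, and from -0.043 (without Aβ42 replicate 1) to 0.057 (without Aβ42 replicate 2) for Figure 8D. Without Aβ40 replicate 3 the Figure 8A and 8B lists had a camera adjusted p of 0.0487. Small differences between the fibrils changed sign for Cfb (-0.13 without Aβ40 replicate 1 to 0.045 without Aβ40 replicate 3) and Sphk1 (-0.10 without Aβ42 replicate 1 to 0.026 without Aβ42 replicate 3) in astrocytes. In microglia they did so for Fam110c (-0.46 without Aβ40 replicate 2 to 0.22 without Aβ42 replicate 3), Il1b (-0.14 without Aβ42 replicate 1 to 0.017 without Aβ42 replicate 2) and Mmp12 (-0.029 without Aβ42 replicate 1 to 0.33 without Aβ42 replicate 2). Sphk1 with Aβ42 fibrils against control ranged from -0.020 (without control replicate 2) to 1.15 (without control replicate 3). Between the fibrils the A1 list ranged from -0.039 (without Aβ40 replicate 1) to 0.091 (without Aβ40 replicate 3) and the homeostatic list from -0.24 (without Aβ40 replicate 2) to 0.040 (without Aβ42 replicate 2).

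For the other results for single genes and lists, each fit without 1 library was counted separately, so that 1 result can count several times. A result was weaker in 53 of these fits (49 for genes, 4 for lists) and stronger in 10. Not scaling made 13 results weaker and 3 stronger, and the block made 7 weaker and 1 stronger. The fits of 2 groups made 2 results weaker and 3 stronger, and the estimated correlation made 9 lists weaker. DESeq2's Wald test made 3 stronger, library totals 1, no filter 2 and unadjusted p-values 6. Genes below a filter have no value under it, and Fam110c and Cftr were tested only where no filter was applied.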

Differences from the paper's values

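The alternative that multiplies microglia Aβ42 replicate 1 by a whole number is the only one of the tests named here that was chosen after the result was seen.

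In astrocytes, 330 genes were up-regulated with Aβ40 fibrils against the paper's 191. Of the alternatives set before the data were examined, requiring 10 counts in every library gave 135 and closed the gap by the 1.5-fold criterion, and the others did not, with 321 to 862 genes. The genes shared by the fibrils in astrocytes numbered 315 against the paper's 79, and none of the alternatives closed this gap, the nearest being 130 with 10 counts in every library. The number up-regulated with Aβ42 was 7.27% higher than with Aβ40 fibrils, against the paper's 30%, and none of the alternatives reached it, with values from -21.5% without scaling to 11.9% with 10 counts in every library.

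In microglia, 400 genes were up-regulated with Aβ42 fibrils against the paper's 2133, and none of the alternatives set before the data were examined closed the gap, with 60 to 1230 genes. The rule of the paper on unscaled counts with Aβ42 replicate 1 multiplied by 8, which was chosen after seeing the values, gave 2003 genes. The genes up-regulated with Aβ42 for each one with Aβ40 fibrils were 1.10 against the paper's 10, with 0.237 to 4.72 under the alternatives set before the data were examined and 7.92 under the multiplied setting, which was chosen after seeing the values and closed the gap.

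The mean correlation of fibril-treated with control libraries was 0.77 in astrocytes and 0.69 in microglia, against the paper's 0.6 for each. None of the alternatives closed the gap, since log2 values gave 0.94 and 0.94, ranks 0.94 and 0.94, and leaving out the 10 genes with the most counts 0.80 and 0.70.

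All 4 DAM down-regulated genes were lower with Aβ42 fibrils, against the paper's 2. No scaling, 10 counts in every library and the rule of the paper on unscaled counts each gave 2, as did the multiplied setting, which was chosen after seeing the values, and the other alternatives gave 4.

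On the scale of counts, C1r averaged 2625 in Aβ42 microglia against the paper's 8706. DESeq2 size factors (2628) and library totals (2613) did not close the gap. Unscaled counts, at 6067 ± 4484 (SD, n = 3), came within the spread, and the multiplied setting, which was chosen after seeing the values, gave 8706. The fold change with Aβ42 fibrils was 3.23 for Cst7 against the paper's about 10 (Fig. 9, read by eye) and 4.14 for Ccl6 against the paper's about 12 (Fig. 9, read by eye). Unscaled counts gave 8.25 for Ccl6, which closed that gap, and 6.41 for Cst7, which did not, and the multiplied setting, which was chosen after seeing the values, gave 12.4 and 9.85. Other scalings gave 3.37 and 3.48 for Cst7 and 4.10 and 4.19 for Ccl6.

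Without adjustment, the p-value for Aβ42 fibrils against control from the edgeR fit was 1.72e-04 for Fam110c and 0.0260 for Cftr. The paper prints these as p > 0.054 and 0.079. The rule of the paper gave 0.108 and 0.121 with scaling and 0.0177 and 0.140 without. The multiplied setting, which was chosen after seeing the values, gave 0.104 and 0.140. Read as lower limits, the paper's values are met for both genes by its rule with scaling and by the multiplied setting. Without scaling they are met for Cftr alone. Read as exact values, none closed the gap.

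Statements of the paper on genes and directions also differ from the values here. The paper gives Cxcl2 and Gbp2 as raised by Aβ42 fibrils alone in astrocytes, whereas their log2 fold changes were 8.00 and 3.10 with Aβ40 fibrils. It gives Sphk1 as raised by Aβ40 and lowered by Aβ42 fibrils, whereas Sphk1 was at 0.39 and 0.36, without an adjusted p-value under 0.05 for either. It gives a list of Figure 4B as raised by Aβ40 fibrils alone, whereas 0 of those genes reached 5-fold with them, and 4 were higher at an adjusted p-value under 0.05. It gives C1r as raised specifically by Aβ42 fibrils in microglia, whereas the difference between the fibrils was -0.12 on the log2 scale. Unscaled counts gave 1.85, the direction the paper gives, where the median of all genes was 2.01. It gives Arg1, Cebpb and F13a1 as raised by Aβ42 fibrils alone, whereas with Aβ40 fibrils Cebpb was at 2.09 and Arg1 and F13a1 were at least 3.01-fold and 1.99-fold higher. These bounds fell to 2.43-fold for Arg1 without Aβ40 replicate 1 and to 1.54-fold for F13a1 without Aβ40 replicate 2. The calls for Arg1 and F13a1 with Aβ40 fibrils were each lost in 4 of the 6 fits that left out 1 library (adjusted p = 0.0707 to 0.0957 and 0.0617 to 0.127), and the Aβ40 and control libraries overlap for Arg1. It gives Fam110c as raised significantly by Aβ40 fibrils alone, whereas it was at least 5.28-fold higher with Aβ42 fibrils, or at least 2.74-fold without Aβ42 replicate 1. It gives many DAM up-regulated genes as raised by Aβ42 fibrils, whereas 2 of 10 were higher and 7 lower, and 0 were lower in unscaled counts and 6 higher under the multiplied setting, which was chosen after seeing the values. In Fig. 3B the Aβ42 library of microglia that resembles the Aβ40 libraries carries the number 3, whereas here replicate 1 lay nearest to them, with a position of 0.199.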

Other observations

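The tests of library size for the excess of genes with Aβ42 fibrils and for the cholesterol genes of astrocytes, of the whole-number factor, of the Figure 4B genes, and of a mislabelled or mixed replicate 1 by the cholesterol genes were chosen only after the result was seen.

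In microglia, Aβ42 replicates 2 and 3 hold the most reads and Aβ42 replicate 1 is among the smallest libraries. The ratio of genes up-regulated with Aβ42 to those with Aβ40 fibrils was 4.72 in the edgeR fit of unscaled counts and 1.10 once the counts were scaled. Library size is therefore a candidate explanation of a large excess with Aβ42 fibrils in that fit, since scaling removed most of it. By the rule of the paper the unscaled counts gave 60 genes with Aβ42 and 253 with Aβ40 fibrils, a ratio of 0.237, which argues against library size alone as the source of an excess by that rule. With DESeq2 size factors that rule gave a ratio of 1.20. Of the excess left after scaling, libraries thinned to 1 depth kept a ratio of 1.05, and library size cannot be told apart from other causes there, since over the fits that each left out 1 library the counts overlap (386 to 466 genes with Aβ42 and 383 to 406 with Aβ40 fibrils). The mean that the paper states for C1r gives a second test. The mean C1r count of the Aβ42 libraries reaches the paper's 8706 when replicate 1, the smallest of the 3, is multiplied by 8.00 and no library is scaled, and the control mean of the unscaled counts was 447. This test rests on 1 gene, and a factor within 0.05 of a whole number, the criterion used, comes up in 10% of factors without any such step. That the paper's microglia values may rest on counts with this 1 library multiplied, without other scaling, is a hypothesis drawn from the values it was tested on, and the paper does not describe such a step.

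The number of genes that differ between the fibrils in microglia, 2198 in the main fit, changed with each fibril-treated library left out. In a fit of these groups alone 106 genes differed, and 1 of the 10 splits of the 6 libraries, the real one, gave as many, with 0 in the others, so an accidental grouping cannot be told apart. Without Aβ42 replicate 1 the number was 6004, which argues against that library as the source of the difference, and without Aβ42 replicate 3 it was 99. Libraries thinned to 1 depth left 689 genes, and a loss of power cannot be told apart from an effect of depth there. In astrocytes, a fit of the fibril groups alone gave 265 genes, and 1 of the 10 splits of those 6 libraries gave as many, with 0 in the others.

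Across the genes that separate the fibrils in microglia, Aβ42 replicate 1 lay nearer to the Aβ40 libraries than to the other Aβ42 libraries. On a scale from the Aβ40 libraries (0) to the other Aβ42 libraries (1) its position was 0.199 as a median of 3 sets (0.136 to 0.201), and Aβ40 libraries held out of the sets lay from -0.083 to 0.162, each below replicate 1 in its own set although the ranges over the sets overlap. A mislabelled Aβ40 sample is argued against by the 17 cholesterol synthesis genes, over which replicate 1 was at least 0.70 above the Aβ40 libraries on the log2 scale, where held-out Aβ40 libraries lay from -0.11 to 0.16. A mixture of RNA of both groups is argued against since the position of replicate 1 over these genes was at least 0.747. That is far from the 0.199 over the genes that separate the fibrils. Depth is argued against because in thinned libraries its correlation with the Aβ40 libraries was still 0.0278 higher than that with the other Aβ42 libraries. A culture that responded differently stays open and was not tested.

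Cholesterol synthesis genes were higher with Aβ42 than with Aβ40 fibrils in microglia, in 17 of 17 genes, by a median log2 of 0.88 (camera adjusted p = 1.99e-18, with an estimated correlation 0.0150, fry 1.28e-04). Against control the median was 0.30 with Aβ42 (camera adjusted p = 0.138) and -0.49 with Aβ40 fibrils (camera adjusted p = 0.0283). The libraries lay at 0.17, 0.56 and 0.24 with Aβ42 and at -0.51, -0.54 and -0.48 with Aβ40 fibrils, so 3 of 3 Aβ42 libraries were higher. Thinned libraries gave 0.85, which argues against depth, and replicate 1 alone was 0.65 above the highest Aβ40 library, which argues against replicates 2 and 3 as the only source. In astrocytes the same list was 0.27 higher with Aβ42 fibrils (17 of 17 genes, camera adjusted p = 3.79e-05), at 0.55 and 0.35 against control. In fits that each left out 1 library, the Aβ40 value against control ranged from 0.36 to 0.59. Its call, at a camera adjusted p of 0.0507 in the main fit, changed in 3 of those 6 fits. The difference between the fibrils ranged from 0.17 (without Aβ40 replicate 2) to 0.26 (without Aβ40 replicate 3), and its call held. Without scaling the median of the list was -0.15 where that of all genes was -0.40 (camera adjusted p = 3.94e-04), so the list stayed above the other genes. Thinned astrocyte libraries gave 0.23, which argues against depth there. A different response of the cells to the fibrils is a hypothesis in both cell types, and differences in the handling of separate cultures stay open.

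Among the 40 genes of Figure 4B given as specific to 1 fibril, 14 reached 5-fold with that fibril in the unscaled counts, 12 of the Aβ42 list and 2 of the Aβ40 list, against 8 and 0 in the scaled counts. Library size as the reason for these lists is argued against by the 26 genes that did not reach it.

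The other lists written in advance gave the following medians. Interferon response genes had a median log2 fold change of 4.62 with Aβ42 and 4.56 with Aβ40 fibrils in astrocytes, and 1.43 and 1.55 in microglia. Between the fibrils the interferon median was 0.06 in astrocytes and -0.09 in microglia, turning to -0.34 and 1.96 without scaling. The medians of all genes were -0.40 and 2.01 without scaling. Cell cycle genes were at -2.49 and -2.09 in astrocytes and at -1.18 and -0.98 in microglia, with -0.23 between the fibrils in both cell types, or 1.77 in microglia without scaling. Homeostatic microglia genes were at -2.70 and -2.78 in microglia, with -0.11 between the fibrils, or 1.79 without scaling and 0.040 without Aβ42 replicate 2. At an adjusted p-value under 0.05, camera called 24 of the 30 list tests, and with an estimated correlation 15 and by fry 25.

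Marker genes of other cells had these medians with Aβ42 and Aβ40 fibrils. Microglial markers were at -3.10 and -3.28 in astrocytes and -1.57 and -1.22 in microglia. Astrocyte markers were at -0.93 and -0.75 in astrocytes and -0.06 and 0.05 in microglia. Fibroblast markers were at 0.81 and 0.02 in astrocytes and 0.33 and 0.12 in microglia, and oligodendrocyte lineage markers at -0.64 and -0.64 in astrocytes and 0.77 and 0.45 in microglia.

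The genes with the smallest p-values that are not given with the paper's sentences are these. In astrocytes, Csf1r was at -4.61 with Aβ42 and -5.40 with Aβ40 fibrils and Pld4 at -6.84 and -7.59, with Fcrl2 at -5.67 for Aβ40 fibrils. Csf1r, Pld4 and Fcrl2 had more CPM in control microglia than in control astrocytes, and loss of microglia was not tested for them singly. Between the fibrils in astrocytes, Ptges was 1.12 and Mmp3 1.25 higher with Aβ42, Slco1c1 at least 6.10-fold higher, and Fmod at -1.27, and each lost its adjusted p-value under 0.05 in at least 4 of the 6 fits that left out 1 library. In microglia, Ccl20 was at 7.52 and 7.37, Cfb at 5.49 and 5.45, Scin at 8.42 and 7.73, Dhrs9 at -4.64 and -4.60 and Gpr183 at -5.997 and -5.94, with Gpr34 at -8.48 for Aβ42 and Csf1r at -3.90 for Aβ40 fibrils.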
